# Disruption of polyhomeotic polymerization decreases nucleosome occupancy and alters genome accessibility

**DOI:** 10.26508/lsa.202201768

**Published:** 2023-02-27

**Authors:** Adfar Amin, Sangram Kadam, Jakub Mieczkowski, Ikhlak Ahmed, Younus A Bhat, Fouziya Shah, Michael Y Tolstorukov, Robert E Kingston, Ranjith Padinhateeri, Ajazul H Wani

## Abstract

Chromatin attains its three-dimensional (3D) conformation by establishing contacts between different noncontiguous regions. Sterile Alpha Motif (SAM)–mediated polymerization of the polyhomeotic (PH) protein regulates subnuclear clustering of Polycomb Repressive Complex 1 (PRC1) and chromatin topology. The mutations that perturb the ability of the PH to polymerize, disrupt long-range chromatin contacts, alter Hox gene expression, and lead to developmental defects. To understand the underlying mechanism, we combined the experiments and theory to investigate the effect of this SAM domain mutation on nucleosome occupancy and accessibility on a genome wide scale. Our data show that disruption of PH polymerization because of SAM domain mutation decreases nucleosome occupancy and alters accessibility. Polymer simulations investigating the interplay between distant chromatin contacts and nucleosome occupancy, both of which are regulated by PH polymerization, suggest that nucleosome density increases when contacts between different regions of chromatin are established. Taken together, it appears that SAM domain–mediated PH polymerization biomechanically regulates the organization of chromatin at multiple scales from nucleosomes to chromosomes and we suggest that higher order organization can have a top–down causation effect on nucleosome occupancy.

## Abstract (precis)

Disruption of SAM domain–mediated polymerization of Polycomb Group protein polyhomeotic decreases nucleosome occupancy in *Drosophila* S2 cells.

## Introduction

Chromatin within the cell nucleus is organized in a complex, nonrandom 3D conformation. A generic feature of chromatin folding, well accepted, is its hierarchical nature (1, 2, 3). The organizational complexity increases from nucleosomes to the formation of simple chromatin loops and topologically associating domains (TADs), which form because of preferential contacts within a genomic region as compared with neighboring regions. TADs of the same type aggregate and result in the formation of A and B compartments. This type of hierarchy seems to continue up to the scale of entire chromosome via formation of meta-TADs of increasing size (4, 5). These organizational features have been observed in different organisms and cell types, implying the existence of fundamental underlying principles governing the architecture of chromatin. 3D chromatin organization is linked to the regulation of chromatin-associated processes like gene expression, replication, and repair which occur at the nucleosome level (5, 6, 7, 8, 9), but, the mechanistic details of how higher order chromatin folding exerts its effects at the level of nucleosomes is not well understood.

3D organization of chromatin is shaped by biochemical and by biomechanical mechanisms. The polymeric nature of chromatin, nuclear confinement, and the nuclear lamina impart mechanical constraints which can influence the 3D folding of chromatin (10, 11, 12, 13, 14). 3D folding of chromatin is achieved by formation of contacts between different noncontiguous regions mediated by protein–protein interactions. Crosslinking density in the case of synthetic polymers has been shown to modulate various properties like stiffness, volume, temperature dependence, etc. (15, 16, 17). Another mechanical property affected by crosslinking is polymer chain dynamics, which decreases with increasing crosslinking (17). Chromatin, as a polymer (18) can also possess these properties. For example, the number and strength of chromatin contacts can influence the properties of the chromatin chain composed of nucleosomes.

Folding of chromatin is driven by many non-histone chromatin-associated proteins like CCCTC binding factor (CTCF), cohesin, Polycomb Group (PcG) proteins, etc. (19, 20, 21, 22, 23, 24). PcG proteins, conserved from *Drosophila* to humans, modulate chromatin organization either biochemically by modifying histones or biomechanically by physically constraining and compacting chromatin (23, 25, 26, 27, 28). Evidence for biomechanical basis of PcG protein-mediated folding of chromatin comes from in vitro and in vivo studies. In vitro, Polycomb repressive complex 1 (PRC1) or its subunits compact oligonucleosomes, an activity conserved across different species (29, 30, 31). In cells, PRC1 modulates the topology of chromatin by binding to the chromatin at specific sites and mediating contacts between noncontiguous regions of chromatin (32). This activity stems from the polymerization property of the SAM domain of PRC1 subunit, PH. The PH SAM domain polymerizes in a head-to-tail polymer via its mid-loop (ML) and end-helix (EL) motifs (33). Disruption of PH polymerization results in a decrease in long-range chromatin contacts over multiple genomic distances (32, 34). Knock down of PH induces decompaction of the Bithorax–Complex (*BX-C*) gene cluster in *Drosophila* when visualized by super-resolution imaging (35).

Specific mutations in ML or EL abolish the polymerization ability of PH, cause derepression of Hox genes, and give rise to skeletal defects in mice (32, 33, 34). SAM domain–mediated polymerization of PH results in the formation of nanoscale subnuclear clusters which get dissociated upon disruption of PH polymerization by specific mutations in ML (32, 34, 36). Hence, molecules of PH bound at specific sites along the chromatin seem to interact via their SAM domain, resulting in folding of the underlying chromatin fiber and maintenance of proper gene expression; but, whether the higher order folding of chromatin mediated by PH polymerization influences the properties of the underlying nucleosomes has not been studied.

Here, we investigated the effect of SAM domain–mediated polymerization of PH on occupancy and accessibility of nucleosomes on a genome-wide scale. Disruption of PH polymerization decreases nucleosome occupancy and alters accessibility. We used polymer modeling to simulate the interplay between chromatin contacts and the density of underlying nucleosomes, both of which are modulated by PH polymerization. These simulations suggest that the density of nucleosomes increases when distant chromatin contacts are established.

## Results

### PH polymerization influences nucleosome occupancy

SAM domain mediated PH–PH interaction mediates chromatin contacts and specific mutations which disrupt this interaction result in loss of long-range chromatin contacts (32), but the effect of this mutation on occupancy of nucleosomes has not been studied. We used MNase-titration-seq (37) to accurately determine the nucleosome occupancy on a genome-wide scale. We choose MNase-titration-seq because nucleosomes are known to have differing sensitivity to internal cleavage by MNase, so accurately measuring nucleosome occupancy requires integrating across multiple MNase concentrations. We measured occupancy of nucleosomes at five different concentrations of MNase in three different cell lines: *Drosophila* S2 cells, S2 cells stably over expressing either wild type PH (PH-WT) or a SAM polymerization defective mutant of PH (PH-ML) (Fig S1) under an inducible promoter. Two independent experiments, each having five MNase-seq data sets were carried. Therefore, each occupancy value shown is an average of 10 different independent MNase-seq experiments for each cell line. PH is endogenously encoded by *ph-p* and *ph-d* genes. Given the duplicated nature, its perturbation by CRISPR-Cas9 technology is very difficult. PH polymerizes in a head-to-tail manner via its ML and EL motifs. PH-ML is a dominant negative mutation (32, 34), therefore, once incorporated, it will prevent further polymerization even in the presence of wild type PH. Given these aspects, an overexpression system under an inducible promoter was used. To dissect whether the observed effects are not just because of overexpression, we also analyzed PH-WT overexpressing cells, but observed opposing effects on nucleosome occupancy.

**Figure S1.**
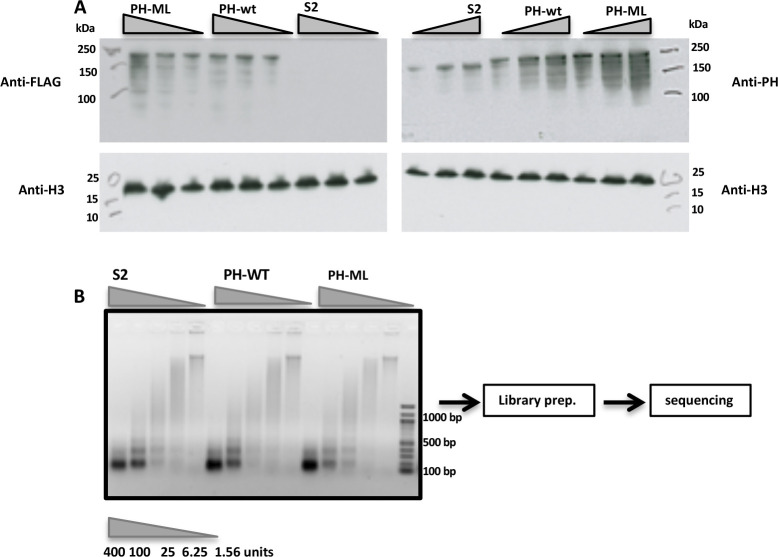
Expression of endogenous PH and exogenous BLRP-FLAG-PH. **(A)** Expressions of exogenous BLRP-FLAG-PH in PH-ML, PH-WT–expressing cells, and in *Drosophila* S2 were checked by anti-FLAG immunoblots. The membranes were cut and levels of histone H3 were used as loading control. Overall expression of PH was checked by anti-PH antibody immunoblots and histone H3 levels were probed as loading control. **(B)** Agarose electrophoresis gel showing the digestion level of chromatin at increasing concentrations of MNase.

To determine whether disruption of PH polymerization alters nucleosome occupancy, the entire genome was binned into 300-bp non-overlapping bins and differences in averaged nucleosome occupancy were computed by subtracting occupancy obtained in S2 cells from nucleosome occupancy values obtained from either PH-ML- or PH-WT–expressing cells. A clear decrease in nucleosome occupancy is observed in PH-ML–expressing cell as compared with S2 cells (Fig 1A). The values underlying the heatmap corresponding to PH-ML–S2 are mostly below zero. However, an increase in nucleosome occupancy is observed in PH-WT–expressing cells as compared with PH-ML–expressing cells (Fig 1A). The same result is also evident from correlation and clustering of nucleosome occupancy values obtained from three cell lines and two biological replicates. Nucleosome occupancy of PH-ML–expressing cells is less similar to nucleosome occupancy of S2 cells and the similarity further deceases upon comparison with PH-WT–expressing cells (Fig 1B). Furthermore, correlation between the differences in nucleosome occupancy from replicates also shows that replicates for a particular comparison are more similar to each other than replicates for other comparisons (Fig S2A). Parallel comparison of PH-ML–expressing cells with S2 cells and PH-WT–expressing cells with S2 cells was carried to find whether the effects observed do not arise merely because of overexpression of PH but because of mutation in the ML motif. *Drosophila* S2 cells served as an unperturbed control.

**Figure 1.**
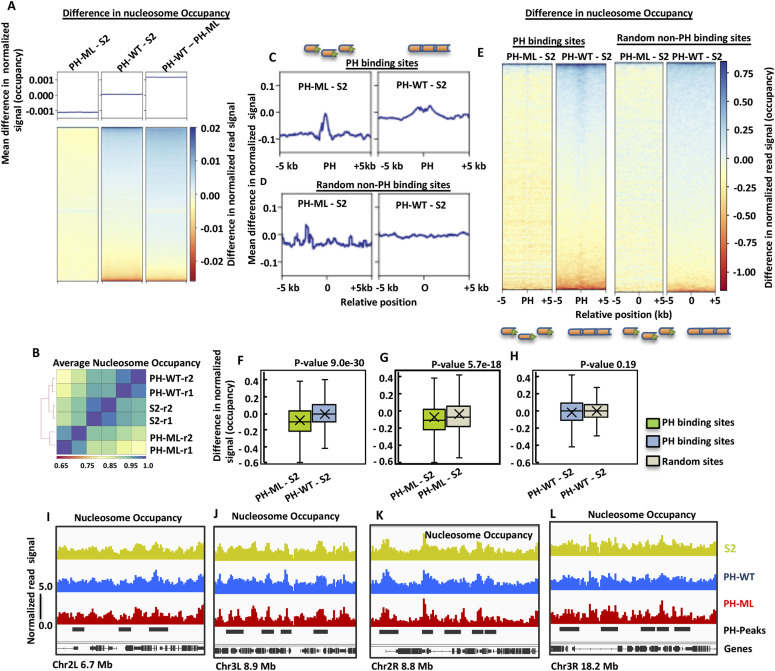
Disruption of PH polymerization changes nucleosome occupancy. **(A)** Averaged genome-wide difference in nucleosome occupancy computed in 300-bp bins between three cell lines. The differences were obtained by subtracting nucleosome occupancy of the corresponding genomic bins. Heatmaps show genome-wide differences in average nucleosome occupancy in nonoverlapping 300-bp bins across the entire genome in descending order. **(B)** Correlation between averaged nucleosome occupancy obtained from different biological replicates and from three different cell lines. **(C)** Differences in nucleosome occupancy between S2 cells and cells expressing either PH-ML (left) or PH-WT (right) around PH-binding sites (±5 kb). PH-binding sites were aligned by their centers and difference in nucleosome occupancy relative to S2 cells on either side is plotted. **(D)** Differences in nucleosome occupancy between S2 cells and cells expressing either PH-ML (left) or PH-WT (right) ± 5 kb of 6,000 randomly selected non-PH bound sites. Difference in occupancy was obtained by subtracting occupancy values of S2 cell from PH-ML- or PH-WT–expressing cells. **(E)** Heatmaps depicting differences in nucleosome occupancy between S2 cells and cells expressing either PH-ML or PH-WT around ±5 kb of all PH binding-sites or 6,000 random non-PH bound sites. **(F, G, H)** Quantitation of differences in occupancy at PH-binding sites and randomly taken sites. Statistical significance was determined by *t* test. Outliers are not plotted. **(I, J, K, L)** show representative genomic regions showing nucleosome occupancy in PH-ML, PH-WT–expressing cells or S2 cells at and around PH-binding sites.

**Figure S2.**
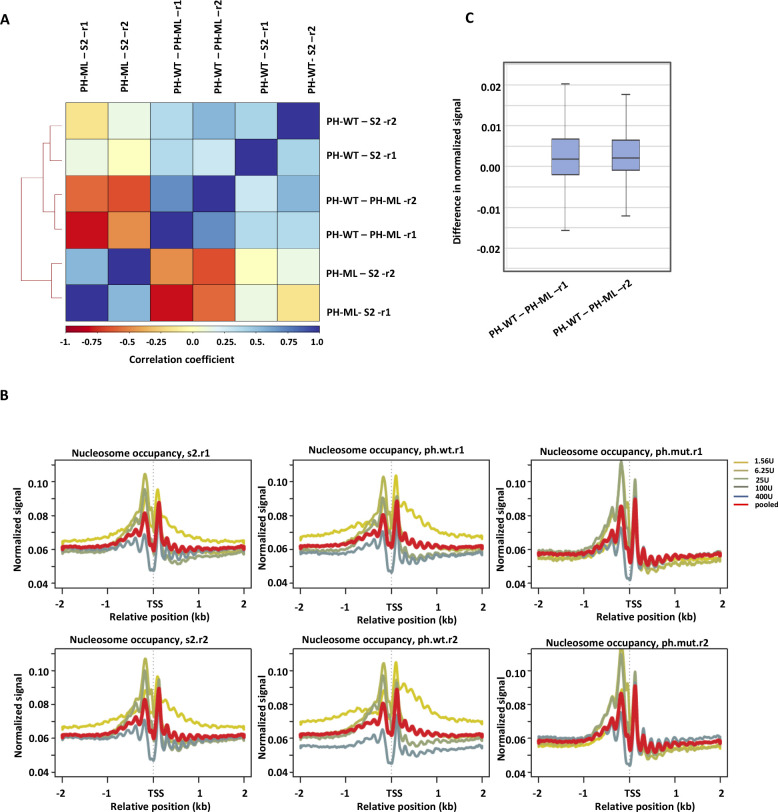
MNAase-titration-Seq from two biological replicates. **(A)** Correlation between differences in nucleosome occupancy for different comparisons obtained from different biological replicates and from three different cell lines. **(B)** Read densities (not as dyad positioning) from five different MNase concentrations data sets were plotted around transcription start sites in different cell lines; *Drosophila S2* cells, cells expressing PH-ML or PH-WT from experiment-1 (above) and experiment-2 (below). **(C)** Difference in occupancy between PH-ML- and PH-WT–expressing cells from two independent experiments.

Nucleosome occupancy profiles aligned by their TSS (Fig S2B) show (i) a strong +1 nucleosome, (ii) a nucleosome-depleted region at the TSS, and (iii) regular phasing of nucleosomes. In comparison to S2 cells, cells expressing PH-ML show a decrease in nucleosome occupancy at lower MNase concentrations (Fig S2B). The decrease in occupancy in case of PH-ML is also observed upon comparison of averaged occupancies (obtained from five different MNase concentrations). We also analyzed change in nucleosome occupancy in cells overexpressing PH-WT protein in comparison to S2 cells; PH-WT expressing cells show a moderate increase in nucleosome occupancy at lower MNase concentrations (Fig S2B). These results suggest that upon disruption of PH polymerization, which decreases noncontiguous chromatin contacts, there is a significant decrease in nucleosome occupancy.

### Change in nucleosome occupancy around PH-binding sites

Upon observation of differences in global comparisons, we investigated the relationship between nucleosome occupancy and binding of PH in more detail. We computed the differences in nucleosome occupancy around (±5 kb) PH-binding sites in cells expressing PH-ML or PH-WT relative to S2 cells. Both PH-WT and PH-ML bind to about 6,300 sites across the genome in *Drosophila* S2 cells and there is no significant difference in the level of PH binding between PH-ML- and PH-WT–expressing cells at about 6,000 sites (32). However, about 4% of sites show a decrease in the level of PH binding in PH-ML–expressing cells as compared with PH-WT–expressing cells. We determined the change in nucleosome occupancy at 6,000 sites (having same levels of PH binding) by subtracting average nucleosome occupancy of S2 cells from average occupancy obtained from PH-ML- or PH-WT–expressing cells. A significant decrease in nucleosome occupancy is observed in PH-ML–expressing cells as compared with S2 cells. In the case of PH-WT–expressing cells, a slight increase in occupancy is observed (Fig 1C). Similarly, change in nucleosome occupancy computed at randomly taken 6,000 sites across the genome is shown in Fig 1D. Although at randomly selected sites there is also a slight decrease in nucleosome occupancy in PH-ML–expressing cells, the decrease in nucleosome occupancy around PH-binding sites is about fourfold more than that of randomly selected sites and statistically significant. We also analyzed changes in nucleosome occupancy around PH-binding sites for longer flanking regions (±15 kb) and obtained similar results (Fig S3B). The magnitude of change in nucleosome occupancy at individual sites is shown by heatmaps (Figs 1E and S3A). Quantitation of differences in nucleosome occupancy around the PH-binding sites shows that there is a significant difference between nucleosome occupancy in PH-ML and PH-WT–expressing cells (Fig 1F). For PH-ML–S2 comparison, both the upper and the lower quartiles are below zero, implying that values for difference in occupancy around most of the PH-binding sites are less than zero. Quantitative comparison of change in nucleosome occupancy at PH-binding sites with random sites in PH-ML–expressing cells also shows that nucleosome occupancy is significantly (statistically) lower at PH-binding sites (Fig 1G). However, no significant difference in nucleosome occupancy is observed between PH-binding sites and random sites in PH-WT–expressing cells (Fig 1H). Lower nucleosome occupancy of PH-ML–expressing cells at some representative genomic locations is shown in Fig 1 (Fig 1I–L). This analysis shows that, around PH binding sites, the nucleosome occupancy landscape is altered significantly upon perturbation of PH polymerization. Similarly, chromatin contacts showing a decrease of more than 50% were found to be closer to PH-binding sites (32).

**Figure S3.**
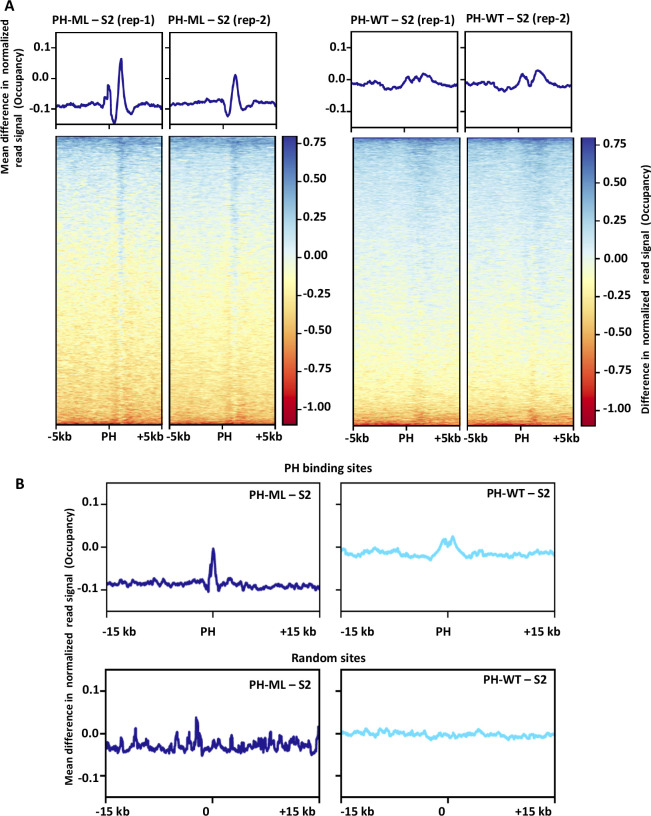
Change in nucleosome occupancy around PH-binding sites. **(A)** Differences in nucleosome occupancy between S2 cells and cells expressing either PH-ML (left) or PH-WT (right) around PH-binding sites (±5 kb) from two independent experiments. **(B)** Differences in nucleosome occupancy between S2 cells and cells expressing either PH-ML (left) or PH-WT (right) around PH-binding sites (±15 kb) (above) or at random sites (below).

We also computed the occupancy profiles obtained at different concentrations of MNase around PH-binding sites; interestingly, we observed clear difference between the center of PH-binding sites and flanking regions towards MNase digestion. At lower concentrations, flanking regions are more sensitive to MNase digestion than the center of the PH-binding sites. With increase in MNase concentration, more and more reads are released from the center of the PH-binding sites (Fig S4). We observe varying differences in occupancy between three cell lines at different MNase concentrations, emphasizing the need of MNase titration rather than use of just one MNase concentration for evaluating nucleosome occupancy. However, we do not observe any regular positioning of nucleosomes around PH-binding sites.

**Figure S4.**
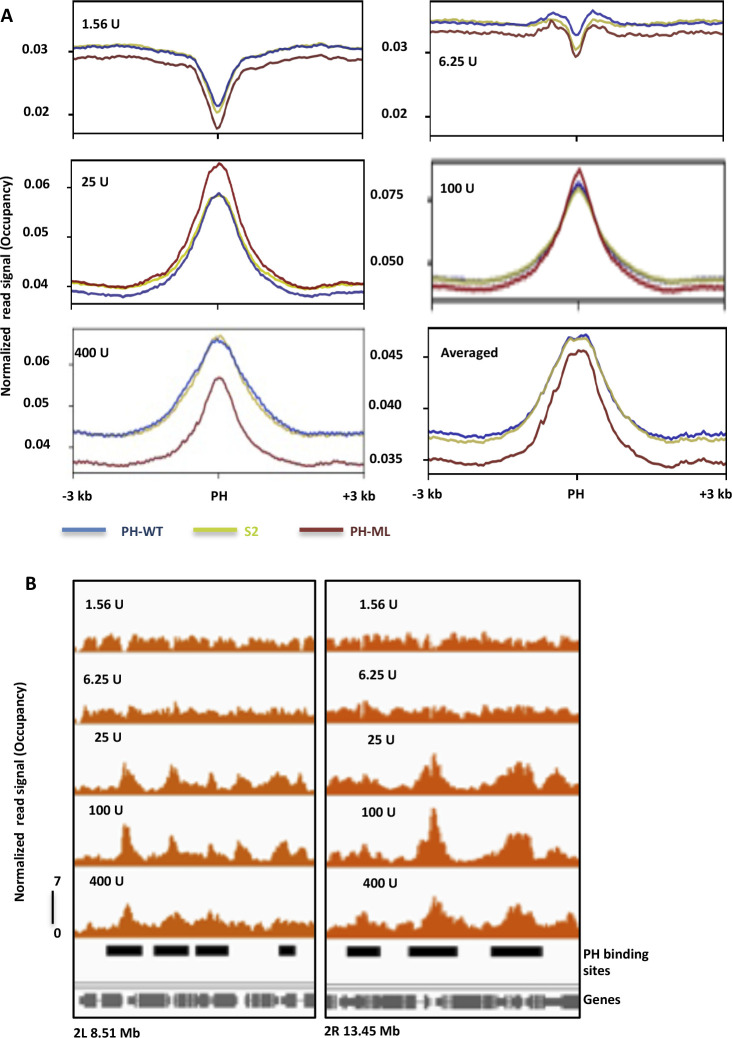
Nucleosome occupancy at PH-binding sites. **(A)** Normalized read density obtained at different MNase concentrations is plotted around (±3 kb) of PH-binding sites. At lower MNase concentrations, more nucleosomal reads are release from flanking regions than from the center of PH-binding sites. **(B)** Representative genomic regions from S2 cells showing more reads are released from the center of PH-binding sites with increase in MNase concentration. Black bars represent PH-binding sites and grey bars represent genes.

### PH polymerization modulates MNase-accessibility (MACC)

MNase-titration-Seq also yields a parameter called MACC score in addition to nucleosome occupancy. To determine whether changes in chromatin topology result in changes to nucleosome accessibility, we calculated MACC from our MNase-Titration-Seq data. 

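The MACC comparison rests on 30 MNase-seq libraries from 3 cell lines. These are *Drosophila* S2 cells, a cultured line derived from embryos, and S2 cells that stably express either wild type PH (PH-WT) or the SAM polymerization defective mutant (PH-ML) from an inducible promoter, with expression induced by 0.5 mM CuSO4. Each cell line has 10 libraries, from 2 independent experiments with 5 amounts of MNase each. According to the paper the amounts are 1.5, 6.25, 25, 100 and 400 U, whereas the sample labels give the lowest amount as 1.65; the paper's value is used here. The paper reports about 1300000000 paired-end reads over all libraries. The authors mapped these reads to the dm3 genome with Bowtie, kept uniquely mapped reads with no more than 2 mismatches and inserts of 50 to 500 bp, and discarded positions with tag numbers above a z-score of 7. In each 300-bp bin they fitted the library-size-normalized read frequencies against the MNase titration and corrected the slope for GC content, which gives the MACC score. From these scores the authors called bins that differ between 2 cell lines, and 8 lists of such bins were analysed here. Of these, 3 lists hold both directions of a comparison and name the cell line with the higher MACC for each bin, and 5 lists hold a single direction. The lists give the position of a bin and the direction of the difference, but no MACC score, p-value or read count. The 2 experiments are not separated in the lists, so no spread between replicates can be computed from them. The depth of a single library is unknown here. Each of the 5 single-direction lists holds exactly the bins that the matching list of both directions assigns to that direction. Starting from the lists, bins were counted by direction and chromosome, adjacent bins were merged into runs, and bins shared between comparisons were set against chance. A 95% Wilson interval is given for each share of sites; it covers counting error only, since bins are not replicates and neighboring bins are not independent. The choice between single bins and merged runs, the chromosomes that are included and the model of chance can all change these numbers.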

MACC is the slope of the plot of released (nucleosomal) reads versus log of MNase concentration; a positive slope (positive MACC) indicates high accessibility and a negative slope (negative MACC) indicates low accessibility. MACC has been successfully used to characterize different genomic features like enhancers, promoters, chromatin states, and different classes of TADs (37). MACC has also been used to measure widespread changes in nucleosome accessibility upon induction of transcription by the unfolded protein response (38). 

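Up to the last listed position on each chromosome, the dm3 genome holds 464488 bins of 300 bp, a span of 139.3 Mb, and 7543 different bins are on at least 1 of the lists analysed here. The bins listed for PH-ML against S2 make up 0.174% of this span, those for PH-WT against S2 make up 0.305%, and those for PH-ML against PH-WT make up 1.49%.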

We determined the MACC score in every 300-bp bin genome wide in S2 cells and in cells expressing PH-ML or PH-WT. Comparison of MACC scores between S2 cells with those from cells expressing PH-ML shows that a greater number of genomic sites become accessible in PH-ML–expressing cells (Fig 2A and E). On the other hand, cells over expressing PH-WT show a smaller number of accessible sites in comparison to S2 cells (Fig 2B and F). 

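For PH-ML against S2, the authors' deposited table lists 810 bins, of which 600 have a higher MACC in PH-ML–expressing cells and 210 have a higher MACC in S2 cells. The share that is higher in PH-ML is thus 74.1% (95% Wilson interval 70.9% to 77.0%). This direction holds on each of the 6 chromosomes 2L, 2R, 3L, 3R, X and 4, with shares from 61.6% on 2R to 90.5% on chromosome 4, where the interval runs from 71.1% to 97.3% because only 21 bins are listed there. Merging bins that lie within 1 kb of each other moved the share most, to 68.6%, with 352 regions higher in PH-ML and 161 higher in S2. Most sites are isolated bins. Merging adjacent bins gives 428 runs with higher MACC in PH-ML, of which 339 are a single bin, and 187 runs with higher MACC in S2, of which 168 are a single bin. The longest run with higher MACC in PH-ML covers 16 bins on 2L from 301 to 5100 (dm3), and the next covers 10 bins on 3L from 10201 to 13200. Both lie within 100 kb of the distal end of their chromosome arm, as do 77 of the 600 sites. In the opposite direction the longest runs have 3 bins, such as those on 2R from 13064401 to 13065300 and on 2RHet from 687001 to 687900. No annotation of dm3 was used here, so the genes at these positions are not named.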

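In the comparison of PH-WT with S2 the majority is on the other side. Of 1417 bins in the authors' deposited table, 335 have a higher MACC in PH-WT–expressing cells and 1082 have a higher MACC in S2 cells, so that 23.6% are higher in PH-WT (95% Wilson interval 21.5% to 25.9%). Fewer bins are higher in PH-WT than in S2 on each of the same 6 chromosomes. The share is highest on X, at 36.5% (30.3% to 43.2%), and lowest on chromosome 4, where 0 of 5 listed bins are higher in PH-WT. Merged within 1 kb, the sites form 250 regions higher in PH-WT and 718 higher in S2, a share of 25.8%, which lies inside the interval of the single bins. The intervals of the PH-WT and the PH-ML shares do not overlap, but the difference between the lists has no replicate check. The longest runs with lower MACC in PH-WT each cover 9 bins on 3R, from 8290801 to 8293500 and from 19880401 to 19883100 (dm3). All 9 bins of either run are also higher in PH-ML than in PH-WT, and 6 of the first and 8 of the second are higher in PH-ML than in S2. The longest runs with higher MACC in PH-WT are neighbors on X, with 11 bins from 2022601 to 2025900 and 8 bins from 2013001 to 2015400. They belong to a stretch of 14.4 kb that holds 26 of the 335 sites, and without this stretch the share higher in PH-WT is 22.2%. DNA of the introduced PH construct is a candidate explanation for this stretch and could not be told apart from an effect of PH expression.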

A comparison between cells expressing PH-ML and cells expressing PH-WT show 6,942 sites with differential accessibility between the two conditions (Fig 2C and G). Furthermore, genome-wide correlation of MACC scores among the three cell lines shows that PH-ML–expressing cells are less similar to S2 cells and the correlation decreases further with cells expressing PH-WT (Fig 2D). These data suggest that, upon disruption of PH polymerization, there is an increase in accessibility of chromatin at some sites and upon over expression of PH, which stabilizes chromatin contacts mediated by PH–PH interactions, there is a decrease in accessibility of chromatin. This is further supported by the observation that many more sites (6,942) show differential accessibility when the condition leading to decease in chromatin contacts (PH-ML) is compared with the condition leading to stabilization of contacts (PH-WT). 

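The authors' deposited table for this comparison holds 6942 bins, of which 3658 have a higher MACC in PH-ML–expressing cells and 3284 have a higher MACC in PH-WT–expressing cells. The share higher in PH-ML is 52.7% (95% Wilson interval 51.5% to 53.9%), much closer to an even split than in either comparison with S2. This small excess depends on the bins that are counted. On 2L, 2R, 3L, 3R and X alone the lists hold 3020 and 3015 bins, a share of 50.0% (48.8% to 51.3%), and after merging within 1 kb it is 50.2% (48.7% to 51.7%). More bins are higher in PH-ML on 3 of 6 chromosomes. On 2L 57.6% of 1279 bins are higher in PH-ML and on X 55.4% of 689, whereas on 2R the share is 42.4% of 1016 bins. Chromosome 4 stands apart, with 134 bins higher in PH-ML and 14 higher in PH-WT. The longest runs with higher MACC in PH-ML have 16 bins each, on 2L from 301 to 5100 and on 3R from 17122501 to 17127300 (dm3). Of the 3R run, 12 bins are also higher in PH-ML than in S2 and 8 are also higher in S2 than in PH-WT. In the other direction, the longest runs cover 10 bins on 2RHet from 686701 to 689700 and 8 bins on 3L from 22094401 to 22096800.

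**Figure D1:**
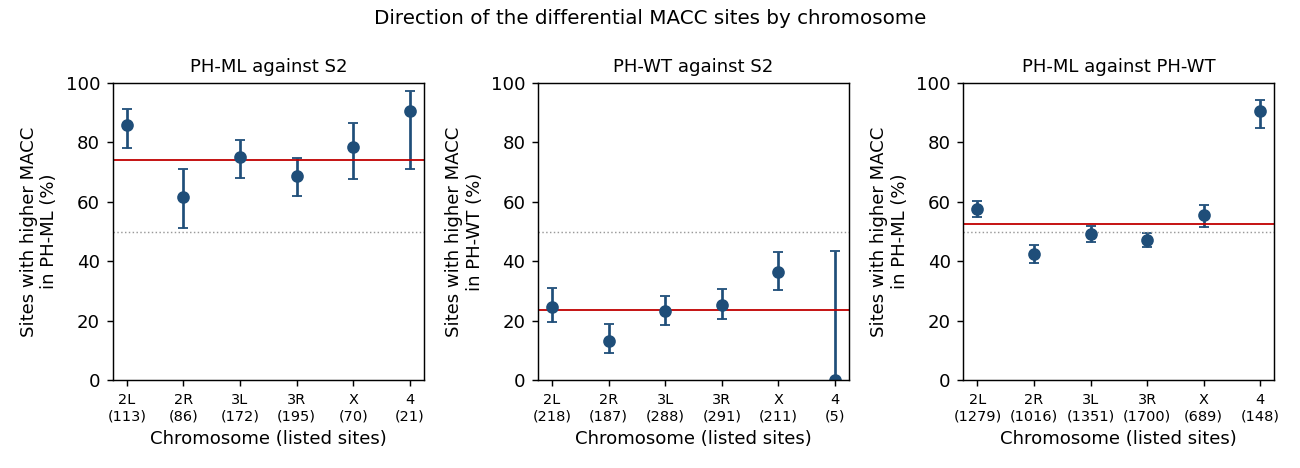
Share of the listed 300-bp bins that have a higher MACC in the first-named cell line, in percent, by chromosome, for the 3 comparisons; points are shares, error bars are 95% Wilson intervals, the red line is the share over all chromosomes, the dotted line marks an even split, and the number of listed bins is in parentheses. The points lie above the dotted line on each chromosome for PH-ML against S2, below it for PH-WT against S2, and on both sides for PH-ML against PH-WT, where chromosome 4 reaches 90.5%.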

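Whether the same bins change was asked by counting bins that are on 2 lists. As one chance level, 1 list was shifted around each chromosome 1000 times (one-sided permutation p). Because comparisons that share a cell line also share its chance values, a no-effect model was computed as well, in which 3 lines with 2 experiments each differ by noise alone and each list takes as many extreme bins as the real one (1000 simulations). In each simulated bin the noise is equally large in the 3 lines, and bins are independent of each other. The model therefore cannot exclude that 1 noisier line, or noise shared by neighboring bins, raised the overlaps. Of the 600 bins higher in PH-ML than in S2, 579 are also higher in PH-ML than in PH-WT. The shifts give a mean of 5.25 shared bins and the no-effect model a mean of 114.4 and at most 150. With noise that differs between bins, a variant of the model added after the data were seen, the mean is 277.7 and the highest number 315. Of the 1082 bins lower in PH-WT than in S2, 588 are also lower in PH-WT than in PH-ML, against means of 8.54 for the shifts, 179.3 for the no-effect model and 431.2 for unequal noise, whose highest number is 484. For the opposite directions, 186 of 210 bins and 258 of 335 bins are shared in this way, again more than in any shift or simulation, although unequal noise alone gives means of 115.4 and 169.1. Between both comparisons with S2, 140 bins are higher in PH-ML than in S2 and at the same time lower in PH-WT than in S2, and 35 bins show the reverse. The shifts give means of 1.48 and 0.147 for these pairs, and the no-effect model gives 0 in every simulation, or at most 12 and 4 with unequal noise. By contrast, 10 bins are higher than S2 in both PH-expressing lines and 5 are lower in both. These numbers exceed the means of the shifts, 0.422 and 0.504, but lie below the lowest numbers of the no-effect model, which are 11 for each pair. Over the 8 pairs of lists, the permutation p is 0.001 for 7, the smallest that 1000 shifts can give, and 0.002 for the bins lower in both lines, with Benjamini-Hochberg adjusted values of 0.00114 and 0.002. The paper reports more accessible sites with PH-ML, fewer with PH-WT, and a genome-wide correlation of MACC scores between the lines. From these data it proposes that disrupting PH polymerization raises accessibility at some sites, and that overexpressing PH, by stabilizing contacts, lowers accessibility. The paper also reports no significant MACC change around PH-binding sites. At PH-mediated contacts it found no significant enrichment of sites with higher MACC in PH-ML.

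**Figure D2:**
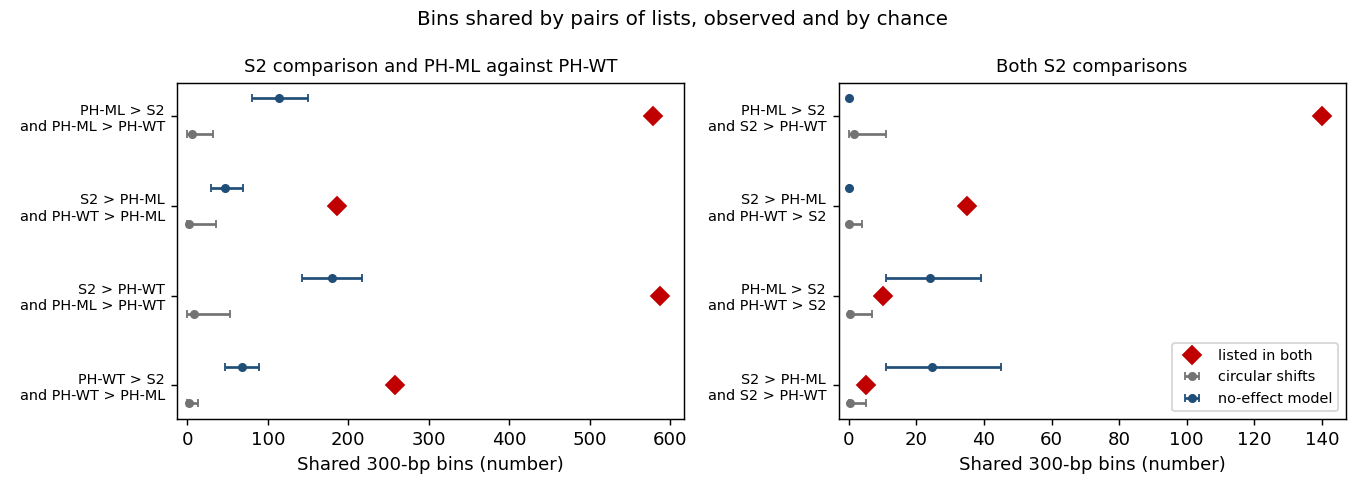
Number of 300-bp bins shared by 2 lists (horizontal axis) for the 8 pairs of lists, where A > B stands for a higher MACC in A than in B. Red diamonds are the bins listed in both, and gray and blue points are the means, with bars from the lowest to the highest number, over 1000 circular shifts and 1000 simulations of the no-effect model. The diamonds lie to the right of both chance levels except for the bins higher than S2 in both PH-expressing lines and lower than S2 in both, where 10 and 5 bins lie below the no-effect model.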

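PH-ML against PH-WT gives 8.57 times as many bins as PH-ML against S2 and 4.90 times as many as PH-WT against S2. The order of the 3 comparisons is the same after merging adjacent bins, with 5164, 615 and 1121 runs, and after merging within 1 kb, with 4273, 513 and 968 regions. Most of the bins listed for PH-ML against S2 return in this comparison, namely 769 of 810 or 94.9%, and so do 848 of 1417 or 59.8% of those for PH-WT against S2. In turn, 5506 of the 6942 bins, or 79.3%, are listed in neither comparison with S2. The number of bins that pass the threshold also depends on the noise of each comparison, which the lists do not give. The paper takes the larger number of sites between the conditions with fewer and with stabilized contacts as further support for its interpretation. The number alone carries no direction. By direction these bins split almost evenly, with 52.7% higher in PH-ML, so the split adds little support for higher accessibility with PH-ML.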

Computing nucleosome occupancy around the sites having significantly different MACC values between any two cell lines reveals that these sites have slightly higher occupancy than neighboring regions and do not belong to nucleosome-free regions. We also observed that in general, the sites from a particular cell line having higher MACC in comparison to another cell line also have slightly higher occupancy values than another cell line (Fig S5).

**Figure 2.**
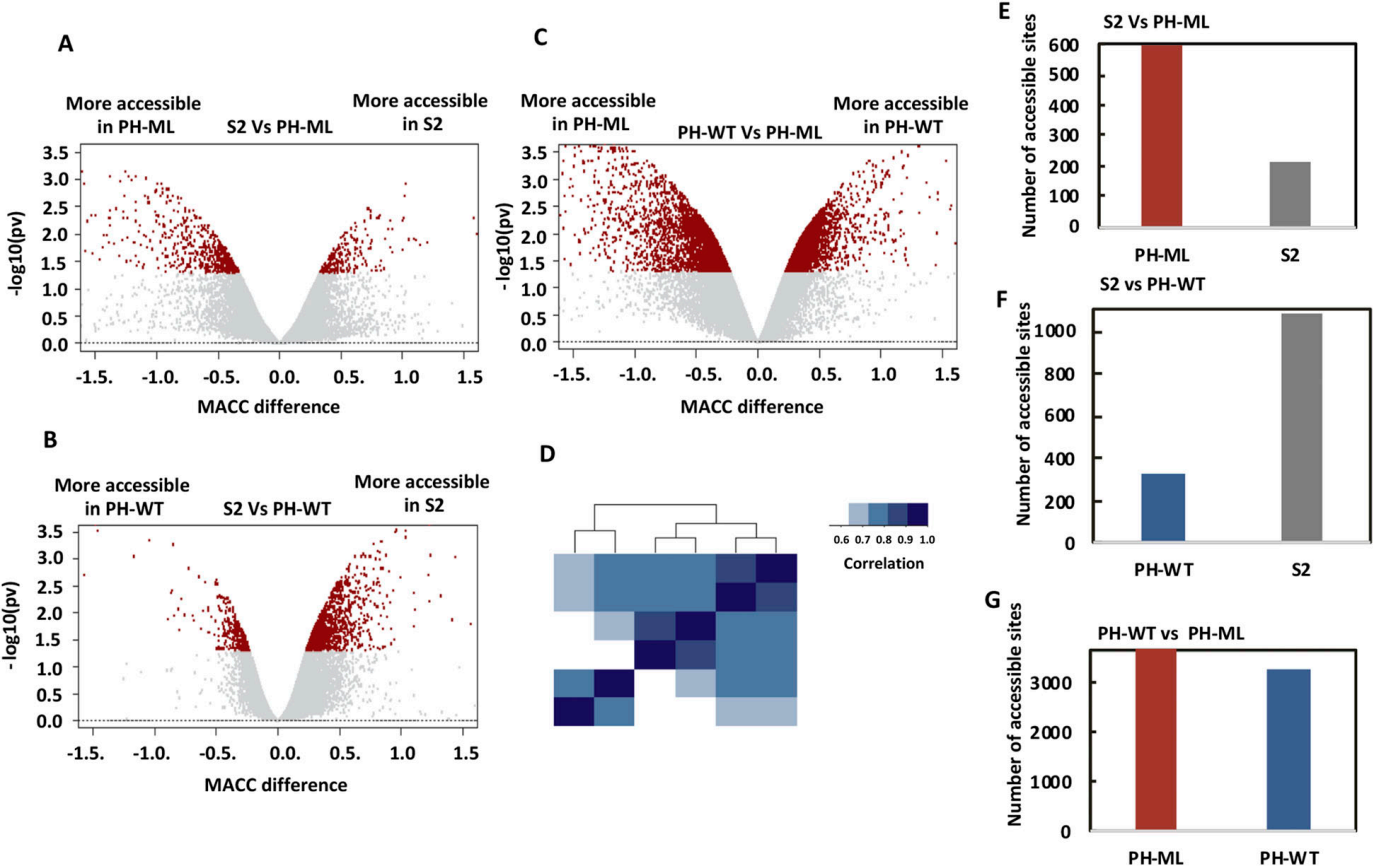
Comparison of MNase accessibility (MACC). **(A, B, C)** show comparison of MACC values between S2 cells versus cells expressing PH-ML, S2 cells versus cells expressing PH-WT and PH-ML versus PH-WT–expressing cells, respectively. Genomic bins (300 bp) showing significant differences in MACC between any two cell lines are shown in red. **(D)** Genome-wide correlation of MACC values between different cell lines and from two different replicates. **(E, F, G)** show the number of more accessible sites form volcano plots in panels (A, B, C), respectively.

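The bins of panels E to G are not spread over the chromosomes in the same way for both directions. The total variation distance between the directions' shares per chromosome, which is 0 for equal and 1 for disjoint distributions, was compared with 100000 permutations of the direction over runs of adjacent bins. It is 0.180 for PH-ML against S2 (permutation p = 0.0364, Benjamini-Hochberg adjusted 0.0364 over the 3 comparisons), 0.153 for PH-WT against S2 (p = 0.00767, adjusted 0.0115) and 0.142 for PH-ML against PH-WT (p = 1e-05, the smallest that the permutations can give, adjusted 3e-05). These permutations treat runs as independent, whereas sites also cluster over longer stretches, so the p-values can be too small. Chromosome 4 has the highest density of sites between PH-ML and PH-WT among 2L, 2R, 3L, 3R, X and 4, at 112.4 per Mb, and X has the lowest, at 30.7 per Mb. Heterochromatic and unplaced sequence makes up 13.7% of the spanned bins. It holds nearly equal shares of the sites higher in PH-ML than in S2 and of those higher in S2, 18.8% and 19.0%. Of the sites higher in PH-WT than in S2 it holds 11.3%, and of those higher in S2 it holds 16.5%. For PH-ML against PH-WT the shares are 13.8% of the sites higher in PH-ML and 7.76% of those higher in PH-WT. The difference in this share alone was not tested.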

**Figure S5.**
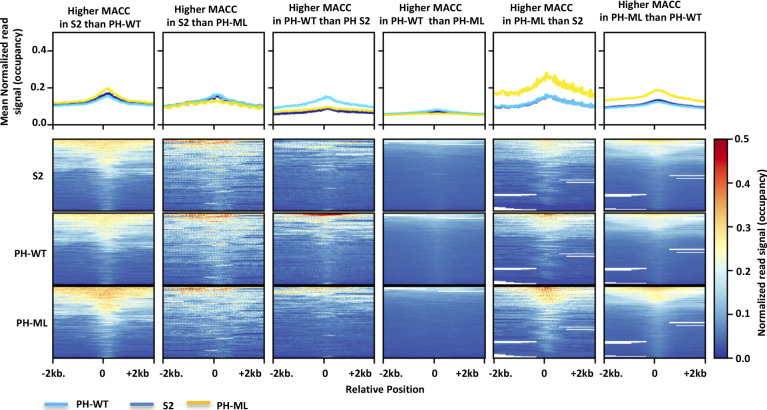
Nucleosome occupancy around differential MACC sites. Nucleosome occupancy computed around (±2 kb) sites having significantly different MACC values between any two cell lines.

### Nucleosome occupancy at PH-mediated chromatin contacts identified by 4C-seq

From the above analysis and shown previously (32), it is clear that both chromatin contacts and nucleosome occupancy are decreased when SAM domain–mediated polymerization of PH is disrupted. To understand the relationship between nucleosome occupancy and chromatin topology, we analyzed the occupancy of nucleosomes underlying chromatin contacts mediated by PH polymerization on *Drosophila* Chr3R. By application of 4C-seq, we have previously mapped PH-SAM domain–mediated chromatin contacts in *Drosophila* S2 cells and in cells expressing either PH-ML or PH-WT (32). A decrease in long range contacts was observed between the bait sequence, at AbdB, and the rest of the chromosome in cells expressing polymerization defective PH-ML relative to S2 cells. However, increased long-range contacts occurred in cells expressing PH-WT. Similarly, baits at Ubx and fab6 show a decrease in contacts with the distal region of BX-C in PH-ML–expressing cells (Fig 3A, data not shown). These changes in 4C-seq detected contacts are relative to contacts observed in S2 cells (32). From these 4C-seq data, we identified 50 nonoverlapping regions on Chr3R involved in chromatin contacts mediated by PH–PH interaction by taking all unique contacts from all three 4C-seq experiments but detected in at least two replicates of 4C-seq data sets (Fig 3B).

**Figure 3.**
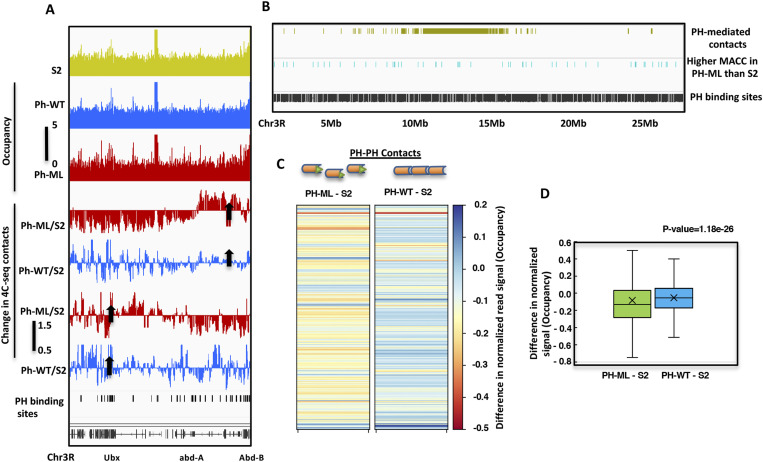
Nucleosome occupancy at PH-mediated chromatin contacts. **(A)** shows genome browser view of nucleosome occupancy for the BX-C in *Drosophila* S2 cells and in cells expressing PH-WT or PH-ML. Change in 4C-seq derived contacts relative to S2 cells in PH-ML- or PH-WT–expressing cells is shown for baits at Abd-B and bxd regions. Arrows show position of baits used in 4C-seq. Black bars show the coordinates of PH-binding sites. **(B)** shows distribution of 50 PH-mediated chromatin contacts on Chr3R and PH-binding sites (black). Cyan bars show regions having higher MACC in PH-ML–expressing cells than in S2 cells. **(C)** shows change in nucleosome occupancy in PH-ML- or PH-WT–expressing cells relative to S2 cells as heatmaps for about 24,000 300-bp genomic bins underlying 50 PH-mediated chromatin contacts. Change in occupancy was obtained by subtracting occupancy values of S2 cells from PH-ML- or PH-WT–expressing cells. **(D)** shows quantitation of change in occupancy in PH-ML- and PH-WT–expressing cells relative to S2 cells for PH-mediated contacts on Chr3R. Outliers are not plotted.

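On 3R the authors' deposited table holds 134 bins with higher MACC in PH-ML than in S2, which form 93 runs between 237601 and 27904800 (dm3), and 61 bins with higher MACC in S2. The first group has 4.80 bins per Mb and the second has 2.19 per Mb. In successive windows of 5 Mb from the start of the sequence, the bins higher in PH-ML number 11, 44, 12, 38, 7 and 22. The bins higher in S2 number 7, 5, 5, 2, 2 and 40, so that most of them lie beyond 25 Mb, where they outnumber those higher in PH-ML. Within that part, 23 of the bins higher in S2 fall between 25400001 and 25600000, and none of those higher in PH-ML does. The coordinates of the contacts and of the PH-binding sites were not used here.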

To determine a quantitative relationship between nucleosome occupancy and PH-mediated chromatin contacts, we determined the change in nucleosome occupancy at genomic regions corresponding to 50 nonoverlapping PH-mediated contacts on chromosome 3R (Fig 3B). Given the variable genomic size of different contact regions, we binned these regions into 300-bp nonoverlapping bins and compared nucleosome occupancy of about 24,000 300-bp genomic bins underlying these contact regions, shown as a heatmap in Fig 3C. In PH-ML–expressing cells, most of the genomic bins show a decrease in occupancy as compared with corresponding genomic bins in S2 cells (S2 subtracted from PH-ML [PH-ML–S2]). But in PH-WT (PH-WT–S2)–expressing cells, most of the genomic bins showed a slight increase in occupancy in comparison to the corresponding genomic bins from S2 cells. Interestingly, opposite changes in occupancy were observed between many genomic bins from PH-ML- and PH-WT–expressing cells (Fig 3C). On average, a significant decrease in nucleosome occupancy is observed at about 24,000 genomic bins underlying PH-mediated contacts in PH-ML–expressing cells in comparison to S2 cells (Fig 3D). In case of PH-ML–S2 comparison both lower and upper quartiles of the plot are below zero, implying that for most of the genomic regions, the values of difference are less than zero. Hence, PH-ML–expressing cells have lower occupancy than S2 cells at PH-mediated contacts. To further investigate the change in occupancy of nucleosomes because of the change in chromatin topology, we determined changes in nucleosome occupancy specifically at the contacts that are lost in PH-ML–expressing cells. This analysis was carried for the 4C-seq data set having the bait at Abd-B. A significant difference in nucleosome occupancy is observed between PH-ML- and PH-WT–expressing cells (Fig S6). These data suggest that perturbation of PH SAM domain-mediated chromatin contacts is accompanied by alteration in nucleosome occupancy. However, in comparison to random genomic regions on chr3R, we did not observe significant enrichment of higher MACC sites on regions involved in PH-mediated contacts in PH-ML–expressing cells.

**Figure S6.**
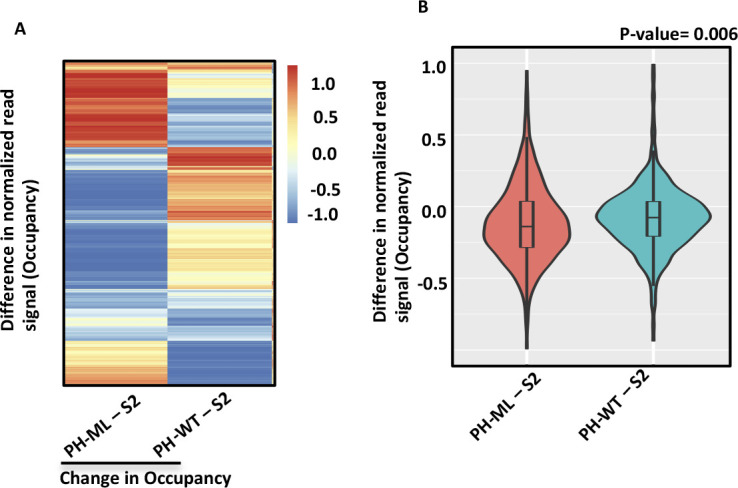
Change in nucleosome occupancy at PH-mediated contacts lost in PH-ML–expressing cells. **(A)** shows change in nucleosome occupancy in PH-ML- and PH-WT–expressing cells relative to S2 cells as hierarchically clustered heatmaps for 300-bp genomic bins underlying contacts lost in PH-ML–expressing cells. **(B)** shows the violin plot depicting statistically significant change in occupancy in PH-ML- and PH-WT–expressing cells relative to S2 cells at 300-bp genomic bins underlying contacts lost in PH-ML–expressing cells. Statistical significance was checked by Wilcoxon rank sum test.

To explore a broader relationship between chromatin topology and nucleosome occupancy, we analyzed the nucleosome occupancy around CTCF-binding sites, many of which are involved in chromatin looping. MNase-seq has been carried out in mouse embryonic stem cells expressing auxin inducible degradable form of CTCF (39). Comparison of nucleosome occupancy around CTCF-binding sites in the presence and absence of auxin analog, indole-3-acetic acid (IAA) shows that nucleosome occupancy decreases when association of CTCF with the chromatin is decreased (Fig S7). To demonstrate the specificity of this change, we determined the change in nucleosome occupancy at 6,000 random non-CTCF-bound sites across the genome and did not observe any significant decrease in nucleosome occupancy (Fig S7). This analysis appears to support our results, but a more directed approach is required to delineate the relationship between CTCF-mediated looping and occupancy of underlying nucleosomes.

**Figure S7.**
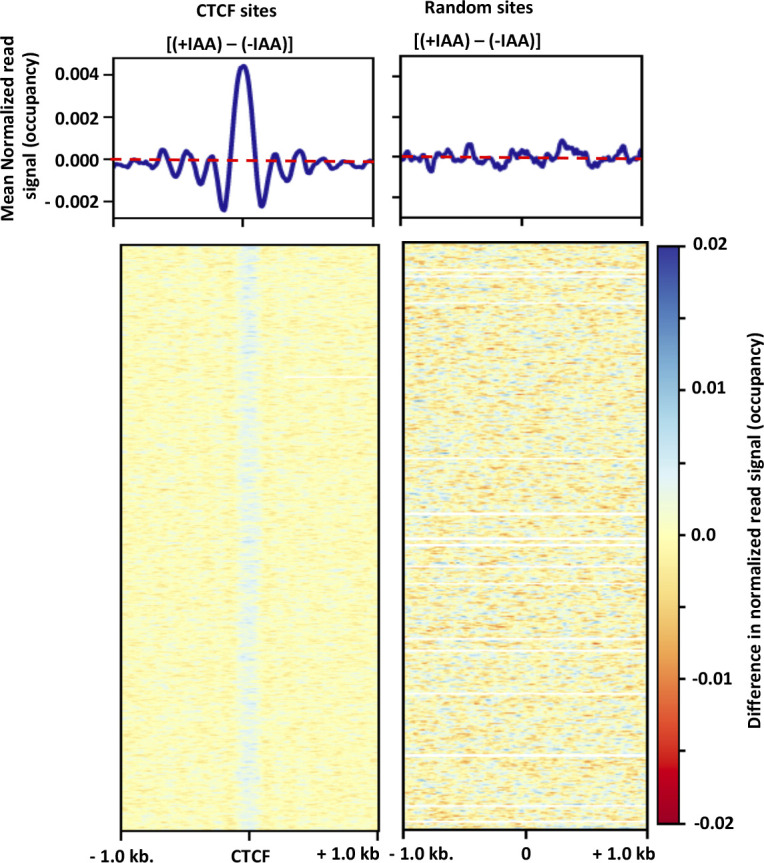
Change in nucleosome occupancy upon CTCF depletion. (Left) Difference in nucleosome occupancy around CTCF-binding sites between treated (+IAA) and untreated (−IAA) cells obtained by subtracting the average nucleosome occupancy of untreated cells from the occupancy of treated cells. The top panel shows mean difference and heatmap shows changes at individual sites. (Right) Change in nucleosome occupancy between treated and untreated cells for randomly selected 6,000 sites across the genome. Top panel shows mean difference and heatmap shows changes at individual sites.

### Nucleosome occupancy and gene expression

Expression of PH-ML results in change in gene expression (32) (Fig 4), we determined the change in nucleosome occupancy at genes specifically up-regulated in PH-ML, down-regulated in PH-ML or showing no change in gene expression with respect to S2 cells (Fig 4A). Our quantitative analysis shows that nucleosome occupancy is lower in PH-ML–expressing cells than in S2 cells at all three classes of genes irrespective of the change in expression level. As evident from Fig 4, we do not see a decrease in nucleosome occupancy only at up-regulated genes, but most of the genes in all three classes have nucleosome occupancy slightly lower than the corresponding genes from S2 cells. However, we observe a slight decreasing trend in nucleosome occupancy from up-regulated to down-regulated genes (Fig 4B). Previously we have shown that PH is bound to both up-regulated and down-regulated genes (32). Possibly, decrease in nucleosome occupancy can lead to increase in expression at up-regulated genes but indirect effects can also contribute to change in global gene expression, as a decrease in occupancy is also observed at down-regulated genes.

**Figure 4.**
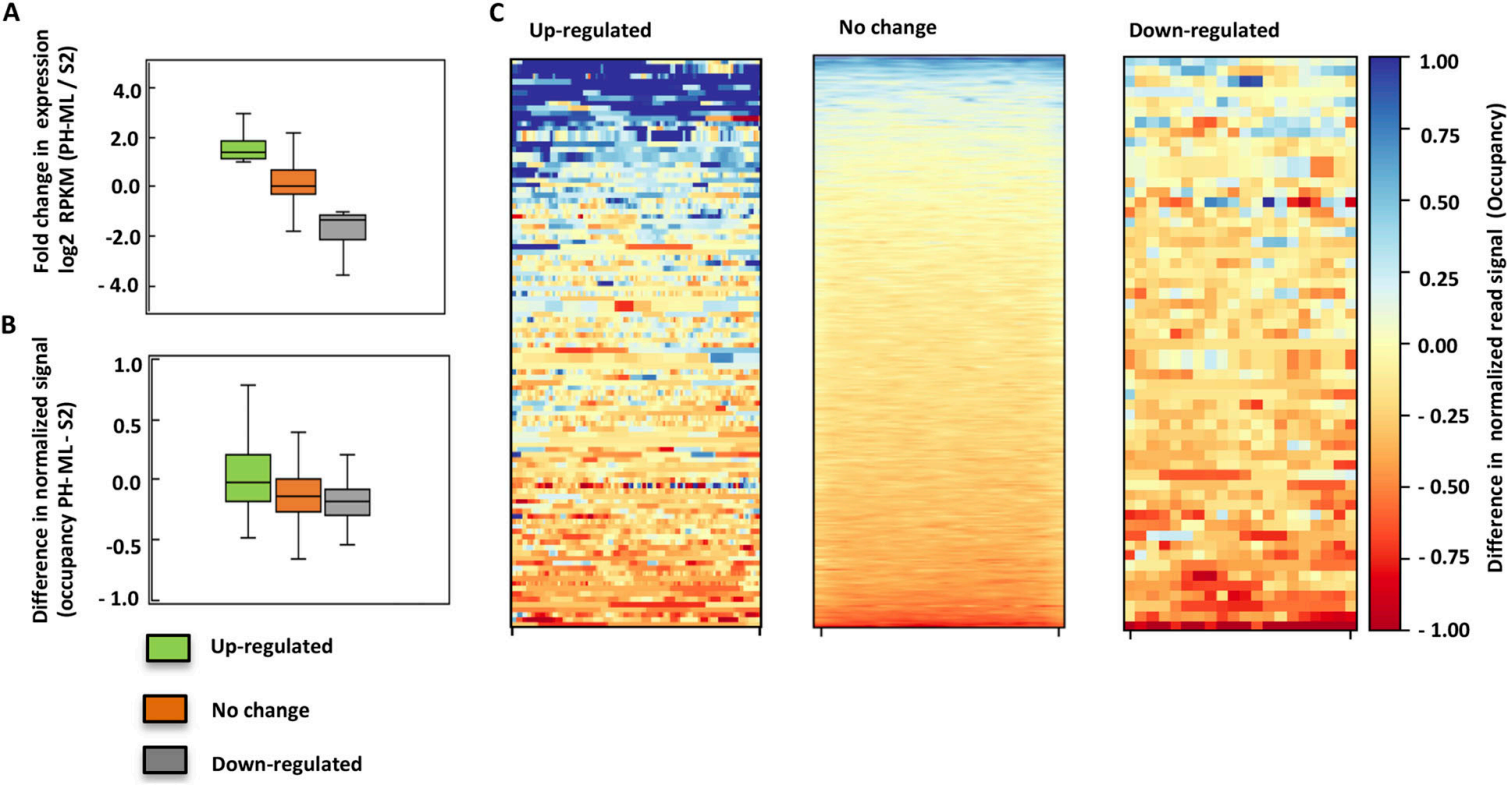
Nucleosome occupancy and gene expression. **(A)** shows log_2_ fold change in gene expression level between PH-ML–expressing cells and S2 cells. **(B)** shows change in nucleosome occupancy between PH-ML–expressing cells and S2 cells for up- (110) or down (57)-regulated genes and genes showing no change in the expression level (20,586) in PH-ML–expressing cells in comparison to S2 cells. **(C)** Change in nucleosome occupancy at individual genes (gene body) in three different classes of genes is shown as heatmaps.

### Interplay between nucleosome density and chromatin topology

From the above experiments, it is clear that PH polymerization couples nucleosome occupancy and chromatin topology. To understand a mechanistic link between these two properties of chromatin, we used polymer simulations to study the interplay between chromatin contacts and nucleosome density. We employed a minimalistic polymer model that considers chromatin as a bead-spring polymer, with each bead being in a nucleosome bound or dissociated state. A fraction of those beads represent binding sites of non-histone proteins like PH (Fig 5A, red beads). Accounting for the experimentally observed possible coupling between nucleosome occupancy and chromatin contacts, in the model, the chromatin (nucleosome) at the protein-binding sites (red beads) interact with each other via strong specific interactions and all other nucleosome-bound beads (green) interact with each other via weak interactions (see the Materials and Methods section). Simulating this model using Monte Carlo method, we examined the interplay between four different parameters: (a) fraction of specifically interacting beads (*f*_SIB_) (corresponding to the density of protein-binding sites), (b) strength of specific interactions (ε_S_) between distant red beads (modeling specific protein–protein interactions), (c) weak interaction (ε_w_) between nucleosome beads (corresponding to inter-nucleosome interactions, for e.g., interactions between the acidic patch and the H4 histone tail), and (d) nucleosome assembly–disassembly factor (controlled by the parameter μ = −ln(k_on_/k_off_); the higher the value of μ, the more dissociation of nucleosomes). The simulation can answer many interesting questions like how these parameters affect chromatin compaction (radius of gyration R_g_), and how chromatin contacts influence the nucleosome occupancy.

**Figure 5.**
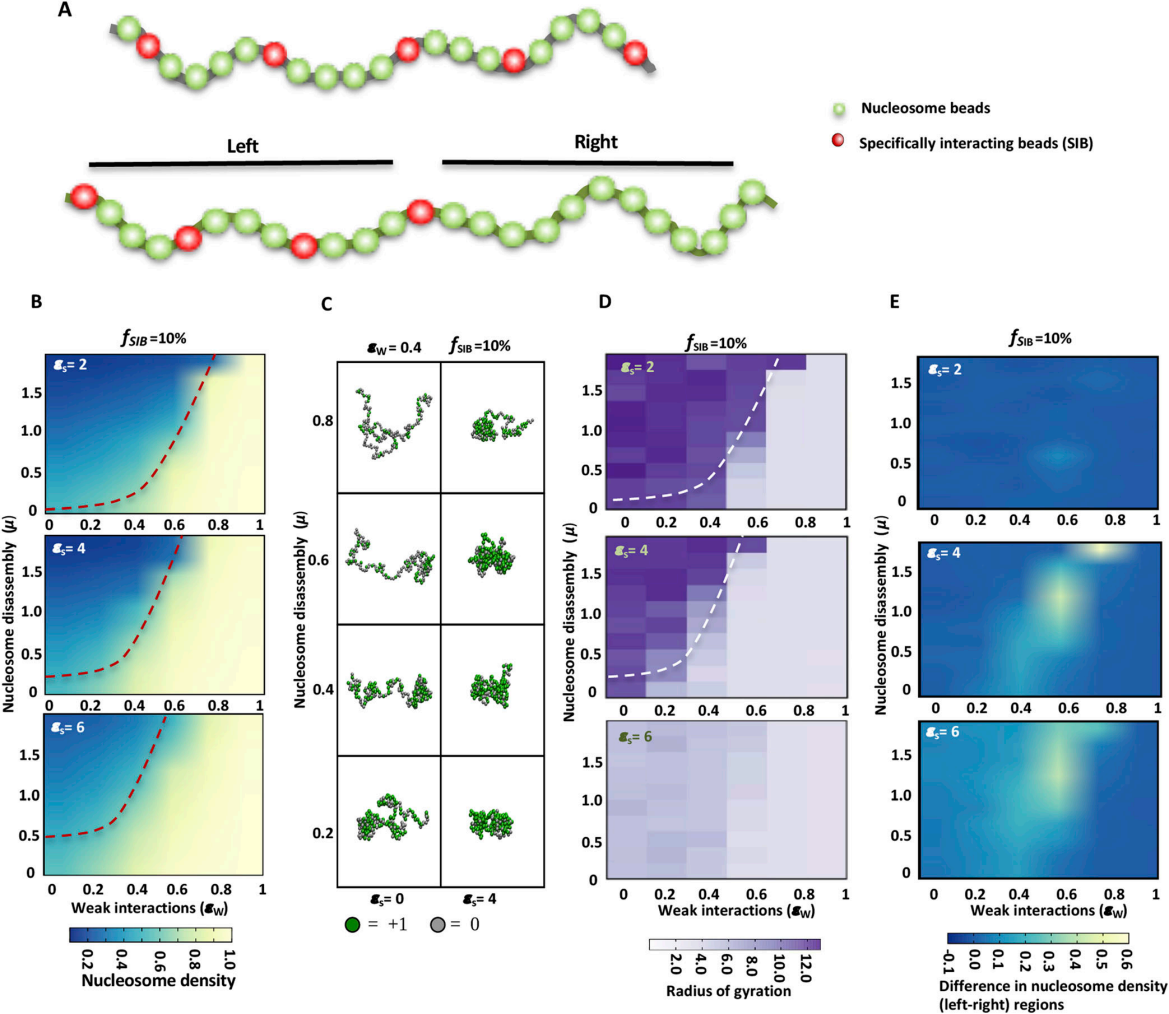
Nucleosome density and distant chromatin contacts. **(A)** Schematic of polymer with specifically interacting beads (SIB) shown as red spheres (above). Schematic of polymer with two regions; left with SIB and right without SIB (below). **(B)** The average nucleosome density is plotted as a heatmap for different values of μ and ε_w_ for polymers having 10% of specifically interacting beads (f_SIB_) but increasing strength of interaction between red beads (ε_s_ = 2−6). **(C)** Comparison of polymer conformations with (ε_s_ = 4) and without (ε_s_ = 0) distant specific interactions at different values of μ and particular value of (ε_w_ = 0.4) and f_SIB_ (10%). **(B, D)** Radius of gyration (R_g_) values as heatmaps for polymer conformations in the simulations shown in panel (B). **(E)** Difference in nucleosome density (for two-region model) between two regions of polymer (left–right) is plotted as a heatmap for different values of μ and ε_w_ for polymers with increasing values of ε_s_ while keeping the fraction of specifically interacting beads (f_SIB_) constant (10%). ε_s_ and ε_w_ are measured in units of k_B_T.

First, we simulated a N = 200-bead-long polymer having 10% of specifically interacting beads (*f*_SIB_) (Fig 5B), noting that PH binds approximately to 10% of the sites (PH has 6,300 binding sites with the average size of a PH-binding site being 2.9 kb, in a 143.7-Mb genome). We determined the average nucleosome density ($\bar{\rho }$), for different values of μ and ε_w_, keeping the strength of specific interactions constant. We find that nucleosome density decreases with higher μ and increases with higher ε_w_; examining the μ−ε_w_ phase diagram (Fig 5B), we also find two extreme phases—phases of large nucleosome density (light yellow color) and low nucleosome density (blue color) separated by a somewhat sharp boundary (red curve). As we increase the strength of interaction between specifically interacting beads ε_S_ = 2–6 k_B_T, we find that fewer and fewer weak interactions are required to maintain the nucleosome density above 0.5. For example, at ε_w_ = 0.4 and ε_S_ = 2, even for a very small nucleosome disassembly parameter (μ), the chromatin is in the low nucleosome density phase. As the strength of specific interactions (ε_S_) increases, the nucleosome occupancy also increases; the chromatin ends up in a higher nucleosome density state even for higher μ. In Fig 5C, we present the interplay between nucleosome density and chromatin conformations and how it is influenced by the intra-chromatin interactions and nucleosome disassembly parameter. For ε_w_ = 0.4 at lower to moderate values of nucleosome disassembly (μ), the polymer attains a compact conformation with higher density of nucleosomes in the presence of specific interactions (ε_S_ = 4) but not in absence of specific interactions (ε_S_ = 0). However, upon further increase of nucleosome disassembly, the density of nucleosomes decreases more in unfolded polymers than in folded, showing the interplay between nucleosome disassembly and the specific interactions. We quantified the compaction of the chromatin by determining the radius of gyration (R_g_) across the landscape of different values for ε_S_, ε_w_, and μ. Our simulations show that R_g_ decreases with increase in strength of specific interactions (ε_S_) and fewer and fewer weak interactions are required for compaction of the polymer as the value of (ε_S_) increases (Fig 5D).

To further evaluate this phenomenon, we kept the strength of specific interactions constant, varied the fraction of specifically interacting beads (*f*_SIB_ = 5–20%) and determined average nucleosome density ($\bar{\rho }$) at different values of μ and ε_w_ (Figs S8 and S9). We find that increasing the fraction of specifically interacting beads increases the nucleosome occupancy similar to changing the strength of specific interactions (Figs 5, S8, and S9). The polymer compaction also increases with increase in fraction of specifically interacting beads as observed by decrease in values of R_g_, similar to increase in ε_S._

**Figure S8.**
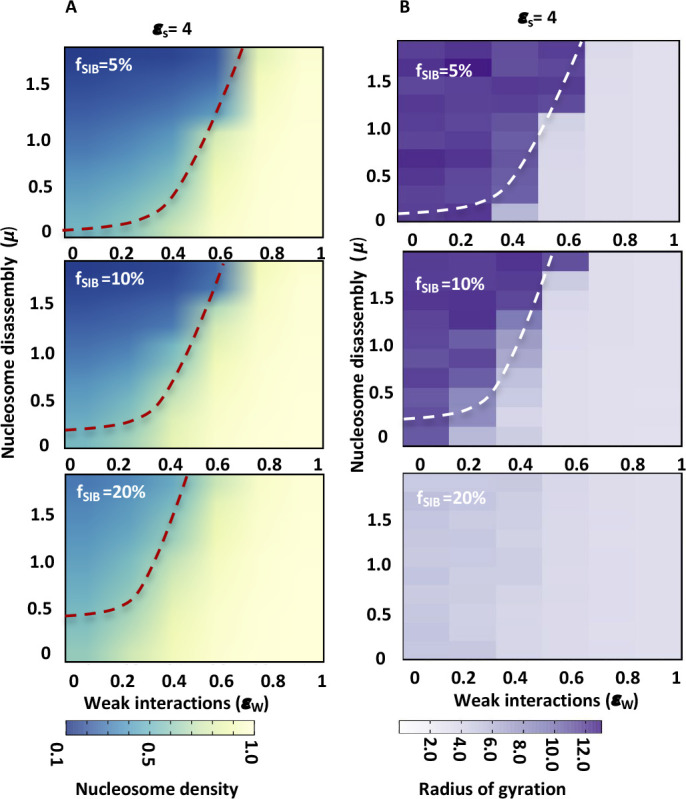
Nucleosome density increases with increase in fraction of specifically interacting beads (f_SIB_). **(A)** The average nucleosome density (occupancy) is plotted as a heatmap for different values of μ and ε_w_ for polymers having different fraction of specifically interacting beads (f_SIB_) and constant interaction strength (ε_s_ = 4). **(A, B)** Heapmaps showing radius of gyration for polymer conformations populating in simulations shown in panel (A).

**Figure S9.**
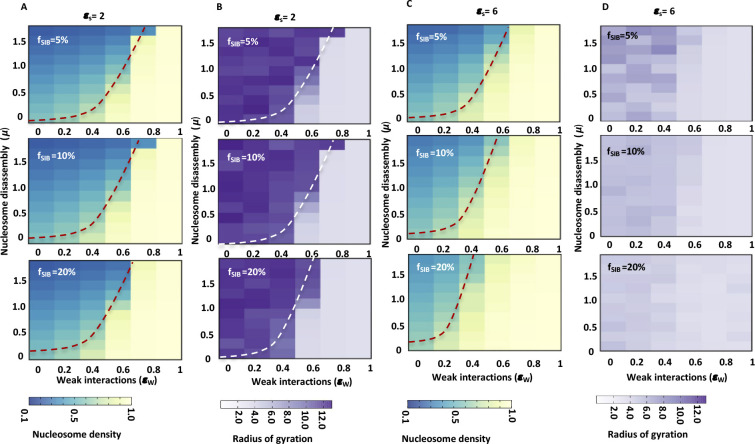
Nucleosome density increases with increase in fraction of specifically interacting beads (f_SIB_) and strength of specific interactions. **(A)** The average nucleosome density (occupancy) is plotted as a heatmap for different values of μ and ε_w_ for polymers having different fractions of specifically interacting beads (f_SIB_) and constant interaction strength (ε_s_ = 2). **(A, B)** Heap maps showing radius of gyration for polymer conformations populating in simulations shown in panel (A). **(C)** The average nucleosome density (occupancy) is plotted as a heatmap for different values of μ and ε_w_ for polymers having different fractions of specifically interacting beads (f_SIB_) and constant interaction strength (ε_s_ = 4). **(C, D)** Heapmaps showing radius of gyration for polymer conformations populating in simulations shown in panel (C).

Given that chromatin is a heteropolymer, to observe a more contrasting effect on nucleosome density because of the presence or absence of distant chromatin interactions, we designed a chromatin polymer of 400 beads with two regions (200 beads each) as shown in Fig 5A. Here, we introduced specifically interacting beads in one half (left region) but not in the other half (right region) (Fig 5A). After running the simulations, we determined the difference in nucleosome density between two regions. Fig 5E shows the difference in nucleosome occupancy between two regions (left minus right) for various values of μ and ε_w_. We observe an increase in nucleosome occupancy with increase in strength of specific interactions (ε_S_ = 2−6k_B_T) on the left region, which in turn results in an increase in the difference of nucleosome occupancy between the two regions (Fig 5E). Similarly, upon increasing the fraction of specifically interacting beads (*f*_SIB_ = 5–20%) while keeping the strength of specific interactions constant, differences in nucleosome occupancy between two regions are visible at intermediate values of μ and ε_w_ (Fig S10B). Fig S10A shows representative snapshots of the chromatin polymer conformation for different values of μ and ε_w_ at constant value of ε_S_ and fraction of specifically interacting beads (10%). Here, we observe that for a smaller value of weak interaction strength ε_w_, the whole polymer is in an open configuration and has low nucleosome occupancy, whereas for a very high value of ε_w_, the whole polymer is in a compact configuration with very high nucleosome occupancy. In both of these cases, there is no difference in the nucleosome occupancy between the two regions. On the other hand, we see different higher order structures at intermediate values of ε_w_ with optimum value of μ (for example ε_w_ = 0.6 and μ = 0.8). The left region with specific distant interactions appears folded and having higher nucleosome density than the right region. These simulations lead us to propose that distant chromatin contacts increase the density of underlying nucleosomes.

**Figure S10.**
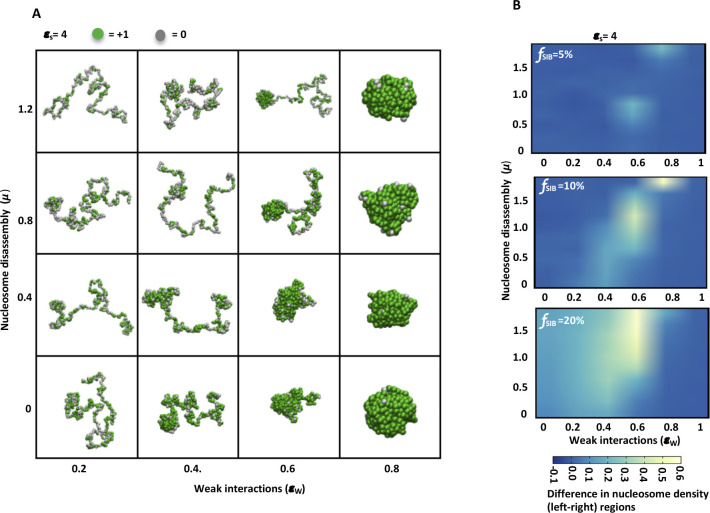
Two-region model simulations. **(A)** Representative snapshots of the polymer conformations with two regions for different values of μ and ε_w_. Here, the size of polymer N = 400 and the strength of specific interaction ε_s_ = 4 with 10% of specifically interacting beads distributed uniformly in the left region. **(B)** Difference in nucleosome density between two regions (left–right) of the polymer is plotted as a heatmap for different values of μ and ε_w_ for polymers with increasing fraction of specifically interacting beads (f_SIB_ = 5–20%) in the left region but constant value of ε_s_ = 4.

### Distant chromatin contacts influence weak local interactions

To investigate the possible mechanism for modulation of nucleosome density by strength and density of specifically interacting beads, we analyzed the relationship between specific interactions (ε_S_) and weak local interactions (ε_w_) (between nucleosomes) in our simulations (with 200-bead polymers). We determined the number of weak local interactions as a function of interaction strength between specifically interacting beads. Fig 6A shows that the average number of weak interactions increases upon increase in the strength of specific interactions at fixed values of μ (1.0) and the fraction of specifically interacting beads (10%). This effect is observed at different values of ε_w_. As ε_w_ increases to 0.6, we see a transition to higher number of average weak contacts even at lower ε_S_. With the same parameters, we also estimated the nucleosome density as a function of increasing strength of specific interactions. Fig 6B shows that nucleosome density increases in a manner similar to that of weak contacts (Fig 6A) with increase in the strength of specific interactions, suggesting that distant chromatin contacts lead to increase in local inter-nucleosome interactions, which in turn can lead to stabilization and increase in density of nucleosomes. To find whether this is indeed the case, we analyzed nucleosome occupancy along the polymer (Fig 6D) and found that the nucleosome occupancy is higher around specifically interacting beads when they interact (ε_S_ = 4) but not when interaction between them is not established (ε_S_ = 0). This agrees with the higher nucleosome occupancy at PH-binding sites in PH-WT–expressing cells as compared with PH-ML–expressing cells.

**Figure 6.**
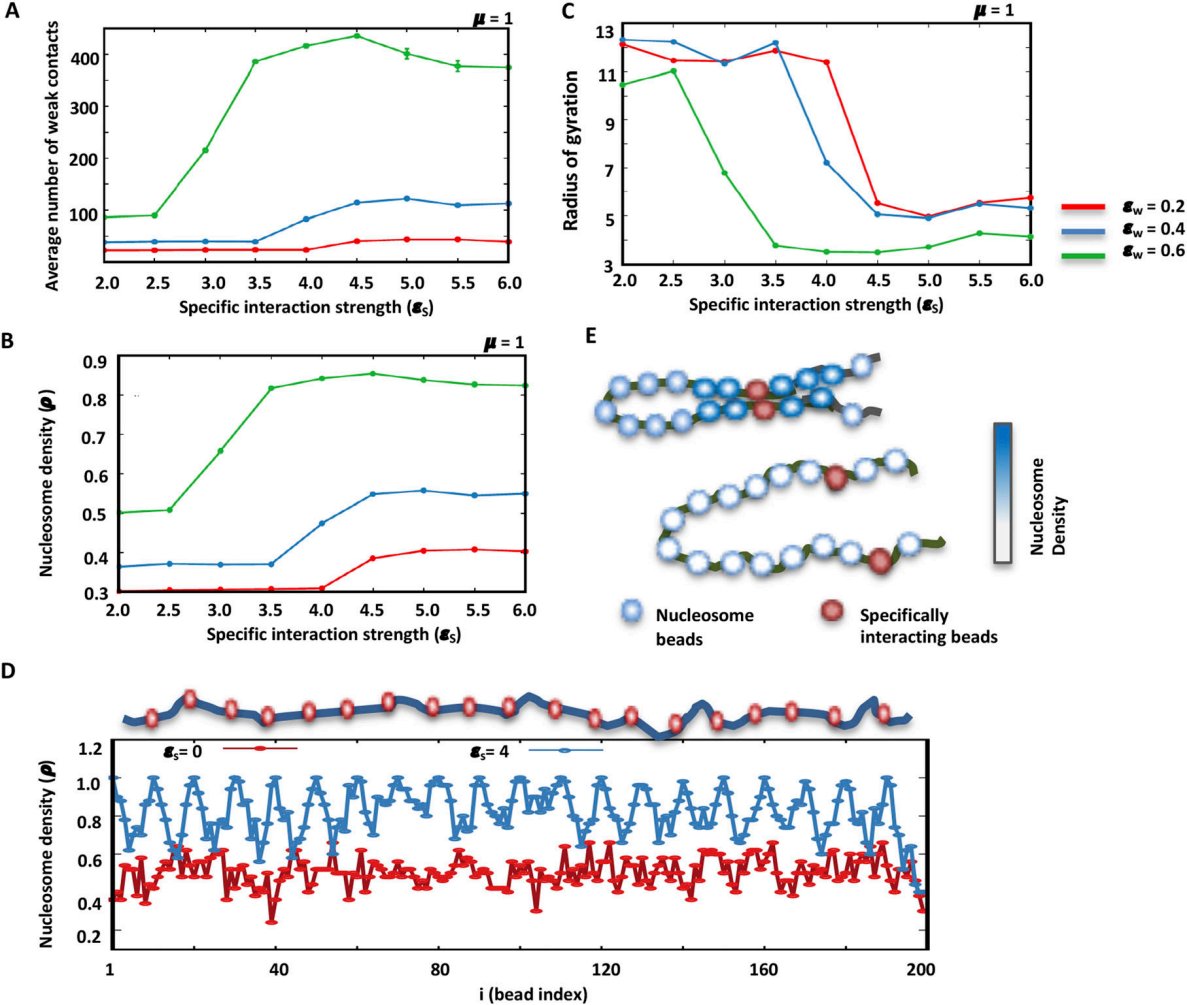
Strength of chromatin contacts modulates local weak interactions. **(A)** The average number of weak contacts is plotted as a function of strength of specific interaction ε_s_ for different values of weak interaction strengths ε_w_. The size of the chromatin polymer in these simulations is N = 200 beads with f_SIB_ = 10% and μ = 1. **(B)** Nucleosome density is plotted as a function of increasing strength of specific interactions (ε_s_) at different values of weak interactions (ε_w_) and a particular value of μ = 1 (C) Radius of gyration is plotted as a function of increasing strength of specific interactions (ε_s_) at different values of weak interactions (ε_w_) and a particular value of μ = 1 (D) Nucleosome occupancy along the simulated polymer in the presence (ε_s_ = 4) or absence (ε_s_ = 0) of specific interactions. **(E)** The schematic showing an increase in nucleosome density (occupancy) upon establishment of distant chromatin contact and increase in local inter-nucleosome interactions.

The increase in nucleosome density with increase in strength of specific interactions shows a first-order–like transition (Fig 6B) similar to the divalent cation-induced folding transition of chromatin driven by increased local inter-nucleosome interactions (40). To monitor the folding of the polymer, we analyzed the change in R_g_ with the increase in strength of specific interactions and observed that R_g_ decreases with increase in ε_S_ with a sharp transition (Fig 6C). This suggests that polymer collapses to a compact conformation as a result of specific interactions. Together, these simulation results suggest that distant chromatin contacts can increase nucleosome occupancy, possibly by stabilizing weak local inter-nucleosome interactions (Fig 6E).

## Discussion

In this study, we show that the mutations in the SAM domain of PH which disrupt its polymerization property cause derepression of Hox genes and lead to developmental defects (32, 33, 34), decrease nucleosome occupancy. Decrease in nucleosome occupancy may facilitate changes in gene expression. We have previously shown that the same mutation decreases PH-mediated chromatin contacts. This implies that these two features of chromatin organization (i.e., nucleosome occupancy and chromatin contacts) may be coupled via polymerization of PH. Polymer modeling simulating the interplay between chromatin contacts and nucleosome occupancy suggest that establishing chromatin contacts increases the density of underlying nucleosomes, implying a “top–down” causation property of 3D chromatin organization.

Although hierarchical organization of chromatin has become a text book representation, the biomechanical dependence of different levels of organization on each other has not been studied thoroughly. In a hierarchical organization, different levels have dependences on each other and alterations in one level should get transmitted to other levels lying above or below it (41, 42, 43). In “bottom–up causation” lower levels affect higher levels, whereas in “top–down causation” higher levels of organization can have causal effect on lower levels. In vitro and in silico studies have demonstrated bottom–up causation of chromatin organization by showing that changes in linker length between successive nucleosomes can result in change in folding of the chromatin fiber (44, 45, 46, 47, 48, 49). However, in a hierarchical structure, the formation of higher levels of organization can in turn modulate underlying levels of organization, top–down causation, which has not been explored in 3D chromatin organization. The simulations and experiments presented are consistent with 3D chromatin organization having the property of top–down biomechanical causation. This finding will be important in understanding the principles of chromatin organization and in deciphering the relationship between organization and function.

From previous polymer studies, it seems that establishment of long-range chromatin contacts can exert constraints on the chromatin fiber, decrease its conformational entropy, and facilitate stabilization of local structures (50, 51, 52, 53, 54, 55, 56). From our simulations and experimentation, this seems likely to be the case. Stronger long-range contacts in our polymer model increase the number of weak local interactions (nucleosome–nucleosome), which stabilize nucleosomes and can result in an increase in nucleosome occupancy. Quantitation of nucleosome occupancy shows a clear decrease at various PH-mediated contact regions on Chr3R including BX-C in PH-ML–expressing cells consistent with model predictions (Fig 3). Consistent with our finding, Isono et al, also proposed that PH polymerization can facilitate an optimum nucleosome density upon establishing noncontiguous chromatin contacts (34). CTCF has been shown to be involved in establishing chromatin loops and according to our simulations, nucleosome occupancy should decrease around CTCF-binding sites upon perturbation of CTCF. Our analysis of the available data set from mouse ES cells (39) shows that nucleosome occupancy decreases upon programed degradation of CTCF. Similarly, in the case of human cells, decrease in occupancy of nucleosomes has also been observed upon depletion of CTCF (57). Distinct positioning of nucleosomes is observed around CTCF-binding sites. However, we do not observe regular positioning of nucleosomes around PH-binding sites. Observation of higher read density (nucleosome occupancy) at the center of PH-binding sites than flanking regions can possibly arise because of very local chromatin compaction activity of a PSC subunit of PRC1. Most of the sites in PH-ML–expressing cells have occupancy lower than corresponding sites from S2, whereas for most of the sites in PH-WT–expressing cells, occupancy is higher than corresponding sites from S2 cells. However, some sites in PH-ML show an increase in occupancy than the corresponding sites from S2 cells (Fig 1E). Examination of these sites revealed that they overlap with genes which are down-regulated in PH-ML–expressing cells than S2 cells. In case of PH-WT–expressing cells, some sites show decrease in occupancy than the corresponding sites from S2 cells and these sites overlap with genes which are up-regulated in PH-WT–expressing cells than S2 cells.

Although we suggest that upon disruption of PH polymerization, the decrease in nucleosome occupancy arises because of disruption of long-range chromatin contacts, but there are other possible indirect effects like changes in levels of histones, global gene expression, and PTMs of histones which in turn can influence the nucleosome occupancy. From RNA-seq analysis, we do not observe any change in the expression level of histones in PH-ML- or PH-WT–expressing cells in comparison to S2 cells. We have also previously shown that the expression of PH-ML does not alter the level of H3K27me3 (32). Recently, it was shown that the expression of PH-ML does not significantly alter H2A-Ub (58). Furthermore, PH-ML (a) forms a PRC1 complex with all subunits as that of PH-WT, (b) binds to the chromatin at same number of sites as that of PH-WT (6,300), and (c) binds to chromatin at a similar level as that of PH-WT (at more than 6,000 sites) (32). We observe decrease in occupancy in PH-ML–expressing cells than S2 cells irrespective of changes in gene expression. Hence, it seems less likely that decrease in nucleosome occupancy observed in PH-ML–expressing cells arises from perturbation of any of these properties of the PRC1 complex or primarily because of change in gene expression or PcG protein-mediated PTMs. Furthermore, the effects observed here are not dramatic but moderate, implying that other means of chromatin compaction employed by PRC1 are operational (29, 34).

Several lines of evidence support top–down causation by PH–PH–mediated higher order chromatin folding. First multiple studies both in *Drosophila* and mammalian cells using microscopy and chromosome conformation capture-based approaches clearly demonstrate that perturbations of PH lead to loss of chromatin contacts (23, 32, 34, 36, 59, 60, 61). Super-resolution microscopy revealed decompaction of the BX-C in *Drosophila* cells having lower levels of PH (36). In case of *Drosophila* S2 cells, we have shown by 4C-seq that specific mutations which disrupt PH polymerization result in decrease of distal chromatin contacts. Loss of PhC1 in mammalian cells also results in decompaction of polycomb-bound loci and disruption of PhC2 polymerization leads to decondensation of the *Hoxb* locus (34). Decompaction of chromatin can lead to an increase in conformational entropy and, possibly, a decrease in local inter-nucleosome interactions, resulting in decreased occupancy. Recently, the SAM domain of PH was shown to have phase separation property in vitro, condense chromatin (58), and to form nanoscale clusters inside the nucleus (32). The mutations which disrupt PH polymerization weaken but do not prevent phase separation driven by PH-SAM (58) and the same mutations disrupt subnuclear clusters. This suggests that the phase separation property of PH bound to chromatin might contribute to increasing inter-nucleosome interactions and in turn result in stabilization of nucleosomes. However, another possible mechanism that can explain the decrease in nucleosome occupancy is that upon decrease in long-rang chromatin contacts, ATP-dependent chromatin remodeling factors might gain access to the underlying nucleosomes and destabilize them (62, 63). Overall, it seems PRC1 exerts gene repression by multiple means which modulate chromatin from the nucleosome level to higher order organization. PH polymerization seems to contribute to the activity of PRC1 at both these levels. Polymerization of PH may be required to fine-tune the level of nucleosome occupancy required for repression of target loci and a decrease in this level may facilitate binding of factors responsible for gene activation.

We observed significant change in nucleosome occupancy upon perturbation of PH polymerization around PH-binding sites, but no significant change in MACC (accessibility) (data not shown). A previous study in mammalian cells also observed change in nucleosome occupancy around TSS bound by PcG proteins upon deletion of RING1, but no change in accessibility was observed (64). In comparison to PH-binding sites, similar number of random sites across genome also shows a smaller decrease in nucleosome occupancy. Change in nucleosome occupancy and increase in spatial distance of non-PcG sites upon perturbation of PRC1 have been observed previously (19, 64), possibly because of the role of PRC1 as a global regulator of the chromatin structure. We identified many sites which showed differential MACC values across three cell lines (Fig 2). 

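Taking the 3 comparisons together, most of the 7543 listed bins differ between PH-ML and PH-WT but are not listed against S2. These are bins listed only as higher in PH-WT than in PH-ML (2875) and only as higher in PH-ML than in PH-WT (2631). Next come 489 bins listed only as lower in PH-WT than in S2, 448 bins that are lower in PH-WT than in both other lines, with no difference listed between those lines, and 437 bins that are higher in PH-ML than in both other lines, again with no difference listed between them. Counted in the same way, 219 bins are only higher in PH-WT than in both other lines and 151 are only lower in PH-ML than in both. The order PH-ML, S2, PH-WT from high to low is called in all 3 comparisons at 140 bins and the reverse order at 35 bins. Only 13 bins are listed as higher in PH-ML than in S2 without any other difference.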

In case of *Drosophila*, the relationship between occupancy and MACC is complex. There are different classes of sites across the *Drosophila* genome based on combination of occupancy and MACC scores: low MACC–low occupancy, high MACC–low occupancy, low MACC–high occupancy, and high MACC–high occupancy (37). The sites having higher MACC values in a cell line (S2/PH-WT/PH-ML) than corresponding sites in another cell line also appear to have slightly higher occupancy.

From previous studies (32, 34, 35, 36, 58) and the results presented here, PH seems to play a very important role in shaping chromatin organization. Its polymerization property mediates chromatin contacts and formation of subnuclear protein clusters. Its phase separation property has also been shown to regulate its compartmentalization and sequestration of chromatin. Taken together, a possible mechanism of chromatin organization seems to evolve from these properties of PH, according to which, PH by its SAM domain polymerization and phase separation properties forms subnuclear compartments which result in chromatin sequestration and establishment of chromatin contacts. The chromatin sequestration and contact formation can increase the local concentration of nucleosomes which facilitates inter-nucleosome interactions resulting in increased occupancy of nucleosomes and gene repression (Fig 7).

**Figure 7.**
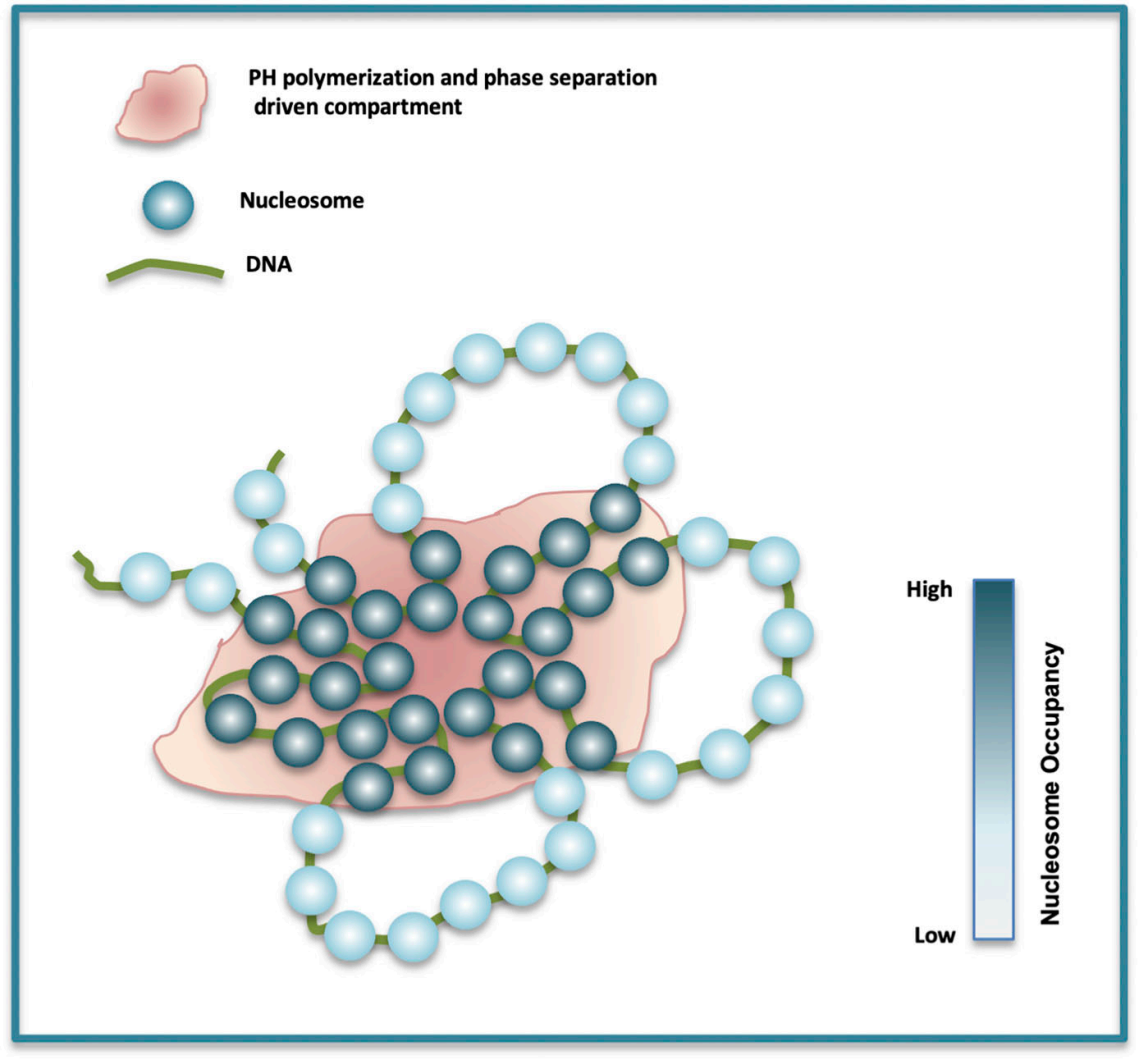
Possible model of PH-driven chromatin organization. PH polymerization and phase separation drives formation of subnuclear compartments leading to sequestration of chromatin and formation of chromatin contacts which increases local nucleosome concentration and inter-nucleosome interactions leading to higher nucleosome occupancy.

## Materials and Methods

### Cell culture

*Drosophila* S2 cells were procured from Expression Systems and were grown at 27°C in ESF921 media. Stable S2 cell lines overexpressing either PH-WT (BLRP-2XFLAG-Ph) or PH-ML (BLRP-2XFLAG-Ph-L1547/H1552R) under inducible metallothionein promoter were grown as described previously by Wani et al (32). Expression of PH in *Drosophila* S2 cells or cell lines expressing PH-WT or PH-ML was checked by immunoblotting using anti-FLAG and anti-PH antibodies (Figs 1 and S1). Given the duplicated nature of ph genes (*ph-p* and *ph-d*) and dominant negative nature of PH-ML mutation, overexpression strategy instead of CRISPR-Cas9 strategy was taken.

### MNase digestion

Cells were grown for three days after induction with 0.5 mM CuSO_4_ to induce the expression of either PH-WT or PH-ML. Cells were crosslinked in 1% formaldehyde for 10 min at room temperature, tumbling end over end. Crosslinking was quenched by 1 M glycine (from 2.5 M pH 7.9 stock) and cells were tumbled for 10 min at RT. Cells were resuspended in cold PBS (+PI), pelleted through a sucrose cushion (20% sucrose in PBS), resuspended in PBS, and flash frozen in liquid nitrogen at 10^7^ cells per tube and stored at −80°C. For MNase digestion, the cell pellet was resuspended in PBS with 0.1% Triton-X 100 (PBS-TX). Digestion of 10^6^ cells per titration point took place in a volume of 400 μl PBS-TX supplemented with 1 mM CaCl_2_. Either 1.5 U, 6.25 U, 25 U, 100 U or 400 U of MNase (Worthington Biochemical) was added to pre-warmed cells and incubated at 37°C for 3 min. Digestion was stopped by moving samples to ice and adding of 10 μl of 250 mM EDTA, 250 mM EGTA, and 10 μl of 20% SDS. For DNA cleanup, the digestion products were incubated with RNase (Roche) for 30 min at 37°C, with proteinase K (2.5 μl of 20 mg/ml) (Roche) for 60 min at 55°C, and incubated at 65°C overnight to reverse crosslinks. After phenol–chloroform extraction and ethanol precipitation, the purified DNA was used as input into the library preparation protocol described in Bowman et al (65), and then sequenced on a HiSeq-2000 sequencer according to the manufacturer’s instructions for paired-end sequencing.

### MNase-titration-seq analysis

We sequenced 30 MNase-digested samples and obtained about 1.3 billion paired-end reads. The sequenced paired-end reads obtained at each MNase concentration were mapped to the dm3 version of the *Drosophila melanogaster* genome using Bowtie aligner v.0.12.9. Only reads uniquely mapped with no more than two mismatches were retained. Reads with insert size smaller than 50 bp or greater than 500 bp were removed. As previously, genomic positions with the numbers of mapped tags above the significance threshold (z-score = 7) were discarded (66). Read frequencies were computed in 300-bp non-overlapping bins. For comparisons, read frequencies were normalized by their corresponding library size and represented as reads per million. Normalized read frequencies were plotted around TSS to obtain nucleosome occupancy at different concentrations of MNase.

### Nucleosome occupancy

Averaged nucleosome occupancy from both replicates (with five MNase-seq experiments in each replicate, 2 × 5 = 10 MNase-seq experiments for each cell line) computed over 300 bp bins was used to find differences in nucleosome occupancy across three cell lines using bigwigCompare, computematrix, and plot-heatmap commands from deepTools (67).

### MACC analysis

MACC scores were computed as described previously (37). Briefly, read frequencies were computed in non-overlapping bins of selected size (300 bp) for each titration point independently, normalized to library sizes, and fit with a linear regression. The estimated regression coefficients were corrected to remove dependence on GC content. The corrected values were used as MACC scores.

### Quantitation of change in nucleosome occupancy around PH-binding sites

Coordinates of PH-binding sites were obtained from Wani et al (32) (GSE60686). Averaged nucleosome occupancy from both replicates was obtained around ±5 kb region of each binding site for all three cell lines. All PH-binding sites were aligned by their centers and the changes in nucleosome occupancy on either side were obtained. To obtain changes in nucleosome occupancy around PH-binding sites, averaged nucleosome occupancy (from both replicates) of S2 cells was subtracted from nucleosome occupancy obtained either from PH-ML- or PH-WT–expressing cells and shown as heatmaps (Fig 1). Nucleosome occupancy changes around ±5 kb of PH-binding sites were obtained using the deepTools compute Matrix command (67) and plotted in Fig 1. Random sites (6,000) were taken from the dm3 genome using bedtools (68) and difference in nucleosome occupancy was determined using bigwigCompare command from deepTools. In Fig S4, averaged read density (from both replicates) at each MNase concentration was computed around PH-binding sites using deepTools compute Matrix command (67).

### Quantitation of change in nucleosome occupancy at gene classes

Gene expression data were obtained from Wani et al (32) GSE72830 and fold change in gene expression level with respect to S2 was calculated for genes specifically up-regulated or down-regulated in PH-ML–expressing cells and genes showing no change in the expression level between PH-ML–expressing cells and S2 cells. Coordinates of gene bodies of all genes were scaled to the same length and the change in nucleosome occupancy was obtained by subtracting average nucleosome occupancy of S2 cells from average nucleosome occupancy of PH-ML–expressing cells. The difference was computed using deepTools and plotted as a heatmap (67).

### Quantitation of change in nucleosome occupancy at PH-mediated chromatin contacts detected by 4C-seq

Coordinates of 4C-seq PH–PH-mediated contacts were obtained from GSE61115. 50 nonoverlapping PH-mediated contacts on chromosome 3R were obtained by taking coordinates of all contacts from all 4C-seq data sets that are present in at least two replicate data sets. Averaged nucleosome occupancy values from two replicate data sets were obtained for 24,000 300 genomic bins spanning 50 PH-mediated chromatin contacts in all three cell lines. Nucleosome occupancy values for corresponding genomic bins from S2 cells were subtracted from those of PH-ML- or PH-WT–expressing cells; changes were plotted as heatmaps (Fig 3).

### Quantitation of change in nucleosome occupancy around CTCF-binding sites

The MNase-seq data set was obtained from GSE131356 and coordinates of the binding sites were obtained from Owens et al (39). Nucleosome occupancies from two experimental replicates were averaged and the difference in occupancy was obtained by subtracting averaged nucleosome occupancy of untreated (−IAA) cells from treated cells (+IAA) using deepTools (68). The difference in nucleosome occupancy was plotted around CTCF sites (±5 kb). Random sites (6,000) were taken from mm9 genome using bedtools (68) and difference in nucleosome occupancy was again plotted (±5 kb). To estimate changes in nucleosome occupancy across the genome, the genome was binned into 3-kb consecutive regions and the difference in occupancy was plotted as a heatmap.

### Statistics and reproducibility

All experiments were carried at least two times. The differences in nucleosome occupancy were computed from the average of two different experiments. Statistical significance for box-whisker plots was checked by *t* test.

### Polymer modeling

We consider chromatin as a bead-spring polymer consisting of N discrete beads, each of diameter σ, connected by N − 1 springs. In this coarse-grained model, each bead can be in one of the two states, ρ = 1 or ρ = 0, representing nucleosome bound state or unbound state, respectively. The total energy of the chromatin polymer, in our model is given by

$$E=V_{\text{sp}}{+V}_{\text{LJ}}+\mu \sum_{i=1}^{N}\rho_{i}-\sum_{\left(i,j\right)}^{\left(3D\right)}\left[\varepsilon_{s}\tau_{\text{ij}}\left(\rho_{i}{\times \rho }_{j}\right){+\varepsilon }_{\omega }\left({1-\tau }_{\text{ij}}\right)\left(\rho_{i}{\times \rho }_{j}\right)\right]\;.$$ (1)

The first term represents the spring energy $\overset{N-1}{\underset{i=1}{\sum }}\frac{1}{2}k_{s}{\left(q_{i}-q_{0}\right)}^{2}$, where q_i_ = | **r**_i_ − **r**_i+1_ | and q_0_ is equilibrium length. The second term is the excluded volume term consisting of only repulsive part of the Lennard-Jones potential given by

$$V_{\text{LJ}}\left(r\right)=\left\{ \begin{array}{cc} 4\varepsilon \left[{\left(\frac{\sigma }{r}\right)}^{12}-{\left(\frac{\sigma }{r}\right)}^{6}\right]+\varepsilon & r<2^{1/6}\sigma ,\\ 0 & r\geq 2^{1/6}\sigma , \end{array}\right.$$ (2)

The third term represents the chemical potential responsible for nucleosome binding and dissociation such that μ = −ln(k_on_/k_off_) where k_on_ and k_off_ are the rates of nucleosome binding and dissociation, respectively. Hence, large positive μ implies low nucleosome density. The last term is introduced to study how nucleosome occupancy at any site (ρ_i_) is connected to the crosslinks between different segments resulting in 3D higher order folding. The first part in the last term represents specific interactions between any two sites i and j. If the sites i and j have nucleosomes (ρ_i_ = ρ_j_ = 1), and have specific interaction (τ_ij_ = 1), then these two sites strongly interact reducing the energy of the system by ε_s._ If either of the sites do not have a specific interaction (τ_ij_ = 0), the sites will interact weakly with energy ε_w_ as indicated by the second part in the last term. This energy may be considered as weak inter-nucleosome interaction (e.g., between histone tails and acidic patch of nucleosomes). If nucleosomes are not there (ρ_i_ or ρ_j_ = 0), then none of these interactions will take place. The strong interaction (ε_s_) represents the specific protein–protein interactions and the weak interaction (ε_w_) represent local inter-nucleosome interactions among regions of chromatin. Note that the summation in this last term of Equation (1) is over the bead pairs i and j which are nearest neighbors in 3D such that the distance r_ij_ between them is less than the cut-off distance r_cut_ = 1.5σ. We would like to note that binding and dissociation of nucleosomes has some broad similarities with the models having histone modification dynamics (69, 70). We simulate this system using the Metropolis Monte Carlo algorithm. Here, we consider two types of trial moves: (i) in the first trial move, a randomly chosen bead is displaced by a random amount (maximum displacement of 0.5 σ) along each direction in 3D space; (ii) in the second move, the state ρ of another randomly chosen bead is flipped to the opposite state representing nucleosome binding or disassembly. Each Monte Carlo step consists of N such trial moves of each type. After each trial move, the new configuration is accepted based on the standard Metropolis criteria using the energy given in Equation (1).

### Quantities measured

#### Average nucleosome density

We calculated the average nucleosome density of the polymer using

$$\bar{\rho }=\langle \frac{1}{N}\sum_{i=1}^{N}\rho_{i}\rangle \;.$$

The angular brackets denote the ensemble average.

#### Nucleosome occupancy

Nucleosome occupancy at any location *i* is calculated by averaging the nucleosome bead state ⍴_i_ over multiple equilibrium configurations.

#### Radius of gyration

The radius of gyration R_g_ is used to quantify the compactness of the polymer, which is calculated as

$$R_{g}=\sqrt{\frac{1}{N}\langle \sum_{i=1}^{N}{\left(r_{i}{-r}_{\text{com}}\right)}^{2}\rangle }\;.$$

Here, **r**_com_ is the position vector of the center of mass of the polymer.

#### Number of weak contacts

We calculated the number of beads which interact with each other through weak interaction ε_w_ (the beads having ⍴_i_, ⍴_j_ = 1, and τ_ij_ = 0).

#### Parameters

All the length measurements in the problem are expressed in units of the diameter of a single bead, making σ = 1. All the energy scales are expressed in units of thermal energy k_B_T. The LJ energy parameter is ε = 1. The constant in spring energy in the first term is k_s_ = 100 in units of k_B_T/σ^2^, with equilibrium length q_0_ = 1. In the 3D interaction term, beads at a distance r_cut_ < 1.5σ are considered as neighbors in 3D.

## Data Availability

The processed and raw data generated in this study have been deposited in the GEO data base under accession number GSE181967. Other data sets used from previously published studies have accession numbers; GSE60686, GSE72830, GSE61115, and GSE131356. The in-house codes are available in GitHub. https://github.com/sangramkadam/LSA-PH-polymerisation-regulates-nucleosome-occupancy.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

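MACC was derived from MNase-titration-seq of 3 *Drosophila* cell lines, S2 cells and S2 cells expressing PH-ML or PH-WT. There were 30 libraries, 10 per cell line, from 2 experiments with 5 amounts of MNase each. Samples were grouped by the cell line, experiment and MNase amount in their labels; the lowest amount is 1.5 U in the paper and 1.65 in the labels, and all other amounts match.

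The authors mapped paired-end reads to dm3 with Bowtie, allowed 2 mismatches, kept inserts of 50 to 500 bp and discarded positions with a z-score above 7. They computed read frequencies in 300-bp bins, normalized them to library size, fitted a linear regression over the titration and corrected the slope for GC content. The lists they deposited hold the bins they called different between 2 cell lines, as positions with the name of the cell line with the higher MACC or with a constant value in lists of 1 direction. These entries are calls by the authors and not a count, a score or a p-value per bin. The paper's text does not name the test or the threshold behind the calls. The 2 experiments are not separated in the lists, so that no value per library, no SD and no test across cell cultures could be computed. The paper gives about 1300000000 paired-end reads in total. Depth per library and per bin is unknown here, so it is not known how small a difference in MACC the lists could detect in each comparison, and precision is given only as the 95% Wilson interval of a share of sites, which covers counting error.

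All 8 lists were read with Python 3.11.15, and statistics were computed with numpy 2.4.6 and scipy 1.17.1. Every entry was checked to be 300 bp long and to lie on a common grid. The span of each chromosome was taken up to its last listed bin, since no dm3 sequence was used here. The 5 lists of 1 direction were used for the main counts, and the bins higher in PH-ML than in PH-WT were taken from the list with both directions. Bins were counted by direction and chromosome. Adjacent bins, or bins within 1 kb, were merged into runs or regions. Overlap of 2 lists was the number of identical bins, set against 1000 circular shifts along each chromosome with a one-sided permutation p and Benjamini-Hochberg adjustment over 8 pairs. Beside the shifts, 1000 simulations of a no-effect model with shared libraries were run, with equal noise in the 3 lines and independent bins. The distribution over chromosomes was compared between directions by 100000 permutations of the direction over runs. To look for clusters, each run was moved to a random place on its chromosome 1000 times, and the sites in fixed windows of 200 kb, or within 100 kb of a distal chromosome end, were counted. The sites near distal ends were also counted after 1000 circular shifts. Bins at most 10 kb apart, from start to start, were joined into the stretch reported on X, and Fisher's exact test was used for small tables. The overlap, the distribution over chromosomes and the search for full windows were tested on simulated data. Of 200 planted bins shared by a list of 600 and a list of 3658, 198.3 were recovered above the mean of the shifts. Among 100 pairs of independent lists 1 had a p-value under 0.05, among 100 lists with no difference between chromosomes 5 did, and among 50 lists with no cluster 1 did. The lists behind these error counts had short runs without larger clusters. The counts therefore do not cover lists as clustered as the real ones.

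The alternatives set before the data were examined were merging adjacent bins, merging within 1 kb, using only 2L, 2R, 3L, 3R and X, taking the direction from the list with both directions, counting an overlap of at least 1 bp or a distance within 1 kb as shared, drawing bins at random within each chromosome, and the no-effect model. A no-effect model with unequal noise between bins, with a standard deviation of 0.5 on the log scale, was added after the data were seen. The sites named in the text are the 2 longest runs of adjacent bins for each comparison and direction, with ties resolved by chromosome name and position. This rule was fixed beforehand for lists that give no MACC difference. Other positions were chosen after their values were seen. Position relative to genes was not analysed, because the gene table used here is based on another genome release than dm3. Nucleosome occupancy, the correlation of MACC scores, chromatin contacts and PH-binding sites were not analysed here.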

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

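The tests of the 4 patterns below were chosen only after the patterns had been seen in the lists. The paper does not discuss them. In each case the lists compare a single line per construct and give no read numbers, so a difference between the cultures themselves cannot be separated from an effect of the PH construct, which remains among the open explanations.

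Sites with higher MACC in PH-ML than in S2 accumulate at the distal chromosome ends. Within 100 kb of the distal ends of 2L, 2R, 3L, 3R, X and 4 lie 77 of the 600 sites, or 12.8%, in 28 runs. The list of the opposite direction has 2 of its 210 sites there. By arm, the numbers are 46 on 3L, 19 on 2L, 8 on 3R, 2 each on 2R and 4, and 0 on X, and the lists for PH-ML over PH-WT hold 101 sites there. Random placement of the runs on their chromosomes put a mean of 3.30 and at most 19 sites near an end in 1000 placements, which argues against chance placement of single runs. Circular shifts of the list, which keep its clusters, put a mean of 3.66 and at most 50 sites there in 1000 shifts (one-sided permutation p = 0.001, the smallest they can give), which argues against a chance position of clusters. Mapping or reference trouble alike in every cell line is argued against by PH-WT against S2, which has 2 sites near an end in both directions together, or 2 of 1121 runs against 28 of 428 (Fisher's exact test, two-sided p = 2.87e-14; runs close to each other are not independent). A gain or rearrangement of chromosome ends in the PH-ML line cannot be told apart from a change of chromatin there, because read numbers per library would be needed. Sites were found at 5 of the 6 ends, most of them at 2.

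A stretch of 14.4 kb on X, from 2011501 to 2025900 (dm3), holds 26 of the 335 sites with higher MACC in PH-WT than in S2. In 1000 placements of the runs at independent random positions, no window of 200 kb held more than 21 sites. This does not single out the stretch, because the fullest window exceeded every such placement in each of 9 lists tested (the 6 directions and the 3 comparisons), so that sites are clustered in general. In the same stretch 7 bins are higher in PH-ML than in S2, and none is higher in S2 than in either line. Between the PH-expressing lines, 18 bins of the stretch are higher in PH-WT and 2 are higher in PH-ML. A candidate explanation is DNA of the introduced PH construct, whose reads would map to the endogenous *ph-p* and *ph-d* genes. These genes are neighbors on X in the Release 6 gene table, but their dm3 position was not used here. Of the bins higher in PH-WT that are listed in both comparisons with S2, 6 of 6 in this stretch are also higher in PH-ML, against 4 of 39 elsewhere (Fisher's exact test, two-sided p = 2.58e-05; neighboring bins are not independent). The test leaves out bins that are not listed in both comparisons with S2. It therefore does not show that both lines stand alike above S2 over the stretch. Introduced DNA could give this result, and so could a common effect of PH expression on this stretch. These explanations cannot be told apart without the gene positions and the read numbers.

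Between PH-ML and PH-WT the densest window of 200 kb is on 3R from 25400001 to 25600000, with 105 listed bins or 15.8% of the window, and the next window has 88. At most 51 bins fell into any window in 1000 independent random placements, which shows clustering but, as for X, is no special feature of this window. Of the 105 bins, 83.8% are higher in PH-WT, against 47.3% over the whole list (p = 1e-05, the smallest that 100000 permutations of the direction over runs can give, two-sided). In the next window the share is 78.4% (p = 5e-05 from the same permutation test). More reads and so more power, alike in the 3 lines, would by itself have kept the split of the whole list, although neighboring runs are not independent. In the densest window, a copy-number change in 1 line alone is argued against because both comparisons with S2 list it, with 23 bins higher in S2 than in PH-ML and 22 higher in PH-WT than in S2. The fullest windows of random placements held at most 7 and 21. The next window does not show this. There, 10 bins are higher in S2 than in PH-ML and 3 are lower, but only 3 bins are higher in PH-WT than in S2 and 8 are lower, so that a copy-number change in 1 line alone stays open for the next window. For the densest window, changes in copy number in both lines, or a change of chromatin in opposite directions in the PH-expressing lines, stay open and were not tested.

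On chromosome 4, 134 bins are higher in PH-ML than in PH-WT and 14 are higher in PH-WT, so that 90.5% are higher in PH-ML. Permuting the direction over runs gave a mean of 75.4 bins higher in PH-ML and never as uneven a split (p = 1e-05, the smallest that the permutations can give, two-sided). The same direction is seen against S2, with 19 bins higher and 2 lower in PH-ML and with 0 higher and 5 lower in PH-WT, but these lists are short. The split is not the same along the chromosome. Within 100 kb of the distal end 5 bins are higher in PH-ML and 9 in PH-WT, or 3 and 4 runs, against 129 and 5 bins, or 90 and 5 runs, on the rest (Fisher's exact test on runs, two-sided p = 0.000915; runs close to each other are not independent). This cannot decide on a different copy number of the whole chromosome 4 in 1 line. More copies would raise a positive MACC slope and lower a negative one, and the lists do not give the slopes. A different copy number therefore cannot be told apart from a change of chromatin, near the distal end or elsewhere. Slopes and read numbers would be needed. Sites higher in PH-ML occur in 7 of 7 windows of 200 kb along the chromosome, which either could give.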

How the results depend on the processing

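The shares and counts by direction were recomputed after merging adjacent bins, after merging within 1 kb and on 2L, 2R, 3L, 3R and X alone. Taking the direction from the list with both directions, or counting an overlap of at least 1 bp as shared, gave identical values, as it had to, because the lists hold the same bins and all bins lie on a common grid. These 2 choices therefore say nothing about stability. The majority direction of each comparison with S2 was the same under the 3 others. For PH-ML against S2 the share higher in PH-ML was 69.6% after merging adjacent bins and 68.6% after merging within 1 kb, which left 513 regions in place of 810 bins. Both are below the interval of the main value, because runs with higher MACC in PH-ML are longer. For PH-ML against PH-WT the share was 51.0% after merging adjacent bins, 50.2% after merging within 1 kb, with 4273 regions in place of 6942 bins, and 50.0% on 2L, 2R, 3L, 3R and X. All 3 are outside the interval of the main value, so the excess of sites higher in PH-ML in that comparison depends on these choices. The share of PH-ML against S2 on 2L, 2R, 3L, 3R and X, and the 3 recomputed shares of PH-WT against S2, stayed within the interval of their main value. By direction, merging within 1 kb gave 352 regions in place of 600 bins higher in PH-ML than in S2, 718 in place of 1082 higher in S2 than in PH-WT, 2145 in place of 3658 higher in PH-ML than in PH-WT, and 2128 in place of 3284 higher in PH-WT than in PH-ML. The remaining counts, by comparison and by direction, were within 1.5 times the main count. Merged regions are fewer by construction.

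Of the 8 overlaps, all stayed above chance with a p-value under 0.05 when a distance within 1 kb counted as shared, on 2L, 2R, 3L, 3R and X alone, and against bins drawn at random. Against either no-effect model, 6 did. The excess of bins higher than S2 in both PH-expressing lines went from 9.6 against the shifts to -14.1 against the no-effect model, and to -78.7 when the noise differed between bins. The excess of bins lower than S2 in both went from 4.5 to -19.7 and to -77.7. The change follows from the construction of the model, in which comparisons that share the S2 libraries also share their noise. The model with unequal noise was chosen after seeing the data, and the lists do not show how unequal the noise between bins is. Neither model varies the noise between the cell lines. The difference between directions in their distribution over chromosomes kept a p-value under 0.05 in the 3 comparisons after merging adjacent bins and after merging within 1 kb. These permutations too treat runs or regions as independent, although sites cluster over longer stretches. Of the 12 named runs, 10 changed in size by at most 1.5 times when merged within 1 kb, whereas the run on 3L from 10201 grew from 10 to 46 bins and the run on 2R from 13064401 from 3 to 5.

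A stricter threshold was not run, since the lists give neither p-values nor MACC differences, and position relative to genes was not run, since no dm3 annotation was used here. No paired analysis was possible because the lists do not separate the experiments and the results come from no test across libraries. For the same reason no experiment was left out in turn. Depth per library is unknown here, which limits any comparison of the number of sites between the 3 comparisons.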

Other observations

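The tests below were chosen after the lists had been seen. Of the 190 bins that are listed in both comparisons with S2, 175 shift in opposite directions in PH-ML and PH-WT, or 92.1% (95% Wilson interval 87.4% to 95.2%), and 15 shift in the same direction. Shared S2 libraries are argued against as the cause, since comparisons with a common control lean towards the same direction. The no-effect model gave a mean of 48.8 bins in the same direction and at most 0 in opposite directions in 1000 simulations, and with unequal noise at most 12 in opposite directions. All 175 bins are also listed between PH-ML and PH-WT, which adds little because their differences from S2 add up there. They fall into opposite rankings, with PH-ML over S2 over PH-WT at 140 bins and the reverse at 35. A different extent of digestion in the 3 cell lines that shifts all bins the same way would not by itself give both rankings. Neither no-effect model gave more than 4 bins in the reverse ranking, against the 35 listed. These models hold no shift from digestion, and the unequal noise was chosen after seeing the data, so they cannot exclude it. A different extent of digestion that shifts some bins up and others down, once reads are scaled to library size, stays open as well. It would also place S2 in the middle, so the share of 92.1% cannot tell it from opposite effects of the constructs. Values per library and MNase amount would be needed to separate them.

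The listed sites are few. The longest list, PH-ML against PH-WT, covers 1.49% of the spanned bins. Had every bin been tested at an unadjusted p-value of 0.05, about 5% of the bins, or 23224, would have been listed with no difference between the lines. The lists therefore argue against such a rule, and they do not tell an adjusted p-value from an additional minimum difference in MACC.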
